# Increased adipose catecholamine levels and protection from obesity with loss of Allograft Inflammatory Factor-1

**DOI:** 10.1038/s41467-022-35683-7

**Published:** 2023-01-03

**Authors:** Prameladevi Chinnasamy, Isabel Casimiro, Dario F. Riascos-Bernal, Shreeganesh Venkatesh, Dippal Parikh, Alishba Maira, Aparna Srinivasan, Wei Zheng, Elena Tarabra, Haihong Zong, Smitha Jayakumar, Venkatesh Jeganathan, Kith Pradan, Jose O. Aleman, Rajat Singh, Sayan Nandi, Jeffrey E. Pessin, Nicholas E. S. Sibinga

**Keywords:** Obesity, Fat metabolism

## Abstract

Recent studies implicate macrophages in regulation of thermogenic, sympathetic neuron-mediated norepinephrine (NE) signaling in adipose tissues, but understanding of such non-classical macrophage activities is incomplete. Here we show that male mice lacking the allograft inflammatory factor-1 (AIF1) protein resist high fat diet (HFD)-induced obesity and hyperglycemia. We link this phenotype to higher adipose NE levels that stem from decreased monoamine oxidase A (MAOA) expression and NE clearance by AIF1-deficient macrophages, and find through reciprocal bone marrow transplantation that donor *Aif1*^*-/-*^ vs WT genotype confers the obesity phenotype in mice. Interestingly, human sequence variants near the *AIF1* locus associate with obesity and diabetes; in adipose samples from participants with obesity, we observe direct correlation of *AIF1* and *MAOA* transcript levels. These findings identify AIF1 as a regulator of MAOA expression in macrophages and catecholamine activity in adipose tissues – limiting energy expenditure and promoting energy storage – and suggest how it might contribute to human obesity.

## Abstract (web summary)

Macrophages have been reported to regulate thermogenic, sympathetic neuron-mediated norepinephrine signaling in adipose tissues. Here the authors report that male mice lacking the allograft inflammatory factor-1 protein are resistant to diet-induced obesity, in association with higher adipose norepinephrine levels and lower expression of the norepinephrine catabolic enzyme monoamine oxidase A.

## Introduction

Obesity and an array of multiple obesity-associated diseases—including type 2 diabetes, insulin resistance, cardiovascular disease, and cancer—have been increasing in prevalence throughout the world^1–3^, so the development of new therapies that can mitigate obesity is a high priority for contemporary biomedicine. Thermogenic activity in brown and white adipose tissues promotes energy expenditure and thus could be useful in such strategies^4^.

Non-classical functions of tissue-resident macrophages contribute to energy homeostasis, including control of thermogenesis in brown/beige fat and insulin sensitivity in WAT^5^. On the other hand, in obesity-induced systemic and adipose tissue inflammation, macrophages are key drivers in adipose tissue dysfunction that contributes to the development of metabolic syndrome^6^. Despite controversies regarding the relationship between macrophages and NE metabolism^7,8^, recent reports suggest that CD45^+^;F4/80^+^ adipose tissue macrophages (ATMs) regulate thermogenic activities through effects on sympathetic neuron-mediated NE signaling^9–13^. However, molecular mechanisms linking ATM functions to NE signaling and their significance in obesity and insulin resistance are not fully understood.

Allograft inflammatory factor-1, a 17 kDa protein preferentially expressed in myeloid cell lineages, may contribute to the development of allo- and autoimmune diseases^14–19^. Studies in human populations link sequence variants near the *AIF1* locus with obesity and diabetes^20,21^, but a potential role for AIF1 in the pathogenesis of these conditions has not been investigated.

Here, we show that loss of AIF1 protects against diet-induced obesity, glucose intolerance, and insulin resistance. These findings are accompanied by increased NE levels and β-adrenergic receptor (AR) signaling in BAT and inguinal WAT (iWAT), and correlate with higher core energy expenditure at low (10 °C), ambient (22 °C), and thermoneutral (30 °C) temperatures. Mechanistically, we observe that AIF1 promotes NE clearance by supporting the expression of MAOA in ATMs. In addition, we provide evidence linking these findings to human obesity, in that *AIF1* expression correlates positively with *MAOA* and *ALDH1L2* levels in adipose tissues from individuals with weight excess or obesity. Collectively, our findings elucidate an AIF1–MAOA axis that affects NE catabolism in macrophages and suggest that it may contribute to obesity and associated insulin resistance and glucose intolerance.

## Results

### AIF1 loss limits HFD-induced obesity and insulin resistance

Mice lacking AIF1 appear grossly normal and show no obvious behavioral phenotype^14^. To evaluate possible links between the *Aif1* locus and obesity, we compared the responses of WT and *Aif1*^*−/−*^ mice to HFD feeding over 16 weeks. WT mice developed characteristic features of obesity that were not seen in *Aif1*^*−/−*^ mice, and CT scanning revealed marked expansion of both subcutaneous and visceral adipose depots in HFD-fed WT mice also not found in HFD-fed *Aif1*^*−/−*^ mice, or in mice of either genotype on standard chow diet (CD) (Fig. 1a, b). Similarly, corresponding weight curves climbed steeply in HFD-fed WT mice, while curves of *Aif1*^*−/−*^ mice on HFD were flatter and overlapped those of CD-fed WT or *Aif1*^*−/−*^ mice (Fig. 1c). Evaluation of fat and lean tissues by magnetic resonance imaging (MRI) indicated that this protection in HFD-fed *Aif1*^*−/−*^ mice reflected a lack of increase in fat mass, with no differences in lean mass across all groups (Fig. 1d). Evaluation of AIF1 expression in white and brown adipose tissue (WAT and BAT, respectively) documented its presence in epididymal WAT (eWAT), inguinal WAT (iWAT), and BAT, with HFD-induced increase only in eWAT (Fig. 1e–g). This increase in AIF1 may reflect the accumulation of macrophages and crown-like structures^22^ apparent in hematoxylin–eosin stains of WT eWAT from HFD-fed mice (Supplementary Fig. 1a). Loss of AIF1 appeared to limit adipocyte size in iWAT and lipid accumulation in BAT, with greater effects with HFD than CD (Supplementary Fig. 1b, c).

**Fig. 1:**
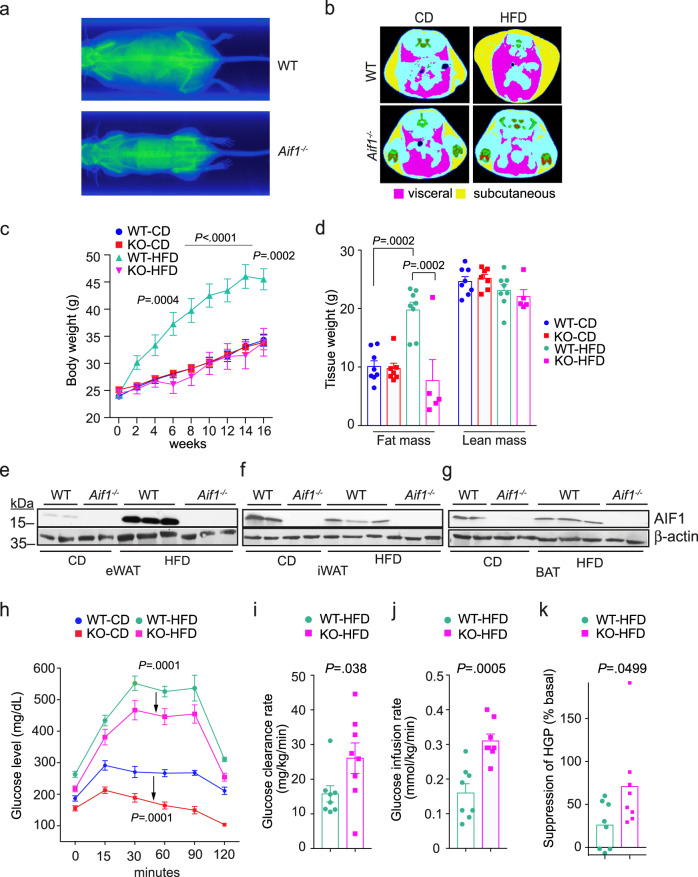
Loss of AIF1 prevents obesity and insulin resistance induced by HFD. WT and *Aif1*^*−/−*^ (KO) mice were assigned to chow (CD) or high-fat diet (HFD) starting at 8 weeks of age. **a**, **b** Computerized tomographic scans were performed after 16 weeks on diet. **a** Whole body projections show skeletal and soft tissue signals. **b** False-colored cross-sectional samples indicate visceral (pink) and subcutaneous (yellow) adipose tissues, plus lean (light blue) and skeletal (green) elements. **c** Body weight measured at the indicated time points after starting on CD or HFD (*n*: WT-CD, 9; KO-CD, 6; WT-HFD, 9; KO-HFD, 9). **d** Fat and lean masses measured by magnetic resonance imaging after 16 weeks on diet (*n*: WT-CD, 8; KO-CD, 7; WT-HFD, 8; KO-HFD, 5). **e**–**g** AIF1 expression after 16 weeks on diet assessed by Western blot in eWAT (**e**), iWAT (**f**), and BAT (**g**). The experiment was repeated 3 times with similar results. **h**–**k** Insulin resistance in WT and *Aif1*^*−/−*^ mice after 16 weeks of CD or HFD. **h** Glucose tolerance test (n: WT-CD, 5; KO-CD, 5; WT-HFD, 4; KO-HFD, 5). Arrows indicate the effect of loss of AIF1 for a given diet. **i**–**k** Euglycemic, hyperinsulinemic clamp studies, showing glucose clearance rate (**i**), glucose infusion rate (**j**), and hepatic glucose production (HGP) (n: WT-HFD, 8; KO-HFD, 8) (**k**). Data are presented as mean ± s.e.m. Differences were evaluated by two-way ANOVA followed by Sidak’s multiple comparison test (**c**), Tukey’s multiple comparison test (**d**, **h**) and for **i**–**k**, two-sided Mann–Whitney *U*-test. *n* = the number of biologically independent animals. Source data are provided as a Source Data file.

We then performed glucose tolerance testing to evaluate if protection from weight gain and eWAT inflammation due to AIF1 loss also affected glucose handling. With HFD feeding, glucose levels in both WT and *Aif1*^*−/−*^ mice were higher than with CD; however, mice lacking AIF1 and fed with either CD or HFD showed relative protection against hyperglycemia (Fig. 1h). Further evaluation using euglycemic, hyperinsulinemic clamp methods indicated higher glucose clearance and suppression of hepatic glucose production, consistent with improved insulin sensitivity and less hepatosteatosis in *Aif1*^*−/−*^ mice (Fig. 1i–k; Supplementary Fig. 1d, e).

### Increased energy expenditure in *Aif1*^*−/−*^ vs. WT mice

To understand the nature of this resistance to obesity and hyperglycemia, we performed indirect calorimetry and activity analyses. Reduced food intake could limit weight gain and insulin resistance, but on either CD or HFD, there was no significant difference in intake (Supplementary Fig. 2a). In each of three different environmental temperatures (ambient (22 °C), thermoneutral (30 °C), or cold (10 °C)), *Aif1*^*−/−*^ mice showed greater energy expenditure, regardless of diet (Fig. 2a–c). Oxygen consumption and carbon dioxide production were also higher in these mice in all conditions except CD at 10 °C, which showed a similar trend (Supplementary Fig. 2b–f). These changes were consistent throughout the diurnal cycle. Increased energy expenditure was not clearly explained by greater physical activity, as ambulatory +*Z* scores of WT and *Aif1*^*−/−*^ mice on CD (Fig. 2d, f, h) were similar at each temperature. WT mice on HFD scored relatively lower at 10 and 22 °C, perhaps secondary to their obese state (Fig. 2d, h), but this is unlikely to contribute significantly to differences in energy expenditure^23^. Despite the increase in energy expenditure, *Aif1*^*−/−*^ mice had body temperatures similar to WT when housed at 22 or 30 °C (Fig. 2e, g), and mildly lower body temperature when housed at 10 °C (Fig. 2i).

**Fig. 2:**
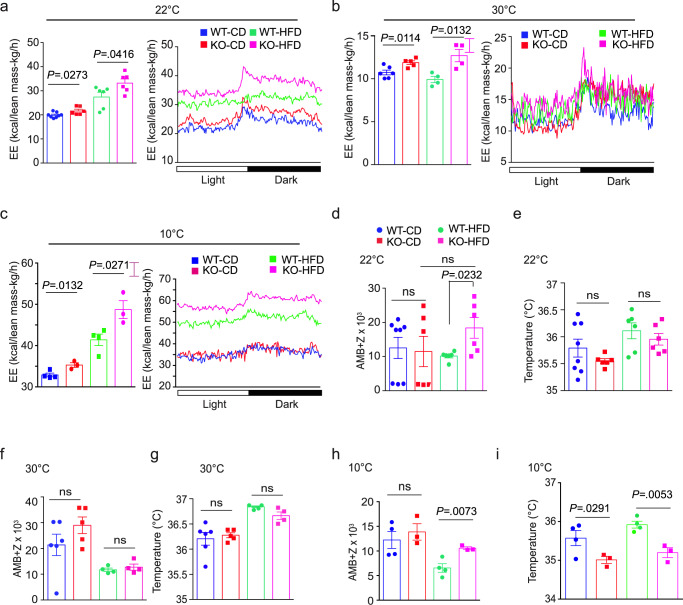
Mice lacking AIF1 expend more energy in both ambient and thermoneutral conditions, independent of changes in activity or temperature. Metabolic characteristics of AIF1-deficient and control mice fed with CD or HFD for 16 weeks were measured using metabolic cages at ambient temperature (22 °C), at thermoneutrality (30 °C), or at reduced temperature (10 °C). **a** Energy expenditure (EE) at 22 °C, showing mean values collected over 4 days (left panel) and over a 24 h light-dark cycle (right panel) (*n*: WT-CD, 8; KO-CD, 6; WT-HFD, 6; KO-HFD, 6). **b**, **c** Similar assessments, but with mice housed at 30 °C (**b**) (*n*: WT-CD, 6; KO-CD, 5; WT-HFD, 4; KO-HFD, 4) or 10 °C (**c**) (*n*: WT-CD, 4; KO-CD, 3; WT-HFD, 4; KO-HFD, 3). **d** Physical activity measured by beam breaks, or **e** temperature, showing mean values collected over 4 days at 22 °C (*n*: WT-CD, 8; KO-CD, 6; WT-HFD, 6; KO-HFD, 6). **f** Physical activity measured by beam breaks, or **g**, temperature, showing mean values collected over 4 days at 30 °C (*n*: WT-CD, 6; KO-CD, 5; WT-HFD, 4; KO-HFD, 4). **h** Physical activity measured by beam breaks, or **i** temperature, showing mean values collected over 5 days at 10 °C (*n*: WT-CD, 4; KO-CD, 3; WT-HFD, 4; KO-HFD, 3). Data are presented as mean ± s.e.m.; significance is assessed by unpaired two-sided Student’s *t*-test. Data are representative of three similar experiments. *n* = number of biologically independent animals. Source data are provided as a Source Data file.

### AIF1 deficiency limits HFD-induced BAT and iWAT expansion

Having excluded differences in food intake, physical activity, and body temperature as explanations for the increased energy expenditure and obesity resistance in *Aif1*^*−/−*^ mice, we examined adipose tissues. As suggested by imaging data (Fig. 1), HFD induced a marked increase in the mass of iWAT and BAT depots from WT, but not *Aif1*^*−/−*^ mice (Supplementary Fig. 3a–d). In addition, BAT from *Aif1*^*−/−*^ mice appeared darker in color (Supplementary Fig. 3b), consistent with lower fat content (Supplementary Fig. 1c). Liver and skeletal muscle masses were not affected by diet or genotype (Supplementary Fig. 3e–h).

### AIF1 deficiency increases BAT metabolic activity

Next, we sought to understand how AIF1 loss might affect adipose tissue phenotype. Higher expression of candidate genes associated with thermogenesis—including uncoupling protein-1 (*Ucp1*) and iodothyronine deiodinase 2 (*DiO2*)^24,25^ in *Aif1*^*−/−*^ BAT, and cell death-inducing DNA fragmentation factor alpha-like effector A (*Cidea*) and transmembrane protein 26 (*Tmem26*) in *Aif1*^*−/−*^ iWAT^26–28^—suggested increased metabolic activity in adipose tissues of AIF1-deficient mice on both CD and HFD (Supplementary Fig. 4a, Supplementary Table 1). UCP1 protein expression in *Aif1*^*−/−*^ BAT and iWAT tissues was also increased (Supplementary Fig. 4b–d). The levels of mitochondrial respiratory complexes I–V in BAT and iWAT of *Aif1*^*−/−*^ mice (assessed by quantifying proteins representative for each complex; Supplementary Fig. 5a, b) were not different from those of WT, suggesting that the higher levels of UCP1 were not due to an increase in overall mitochondrial content in the *Aif1*^*−/−*^ tissues.

We then evaluated metabolic function directly using high-resolution tissue respirometry^29,30^. Compared to WT BAT, the oxygen consumption rate (OCR) of *Aif1*^*−/−*^ BAT was higher, and this increase was prevented by treatment with propranolol, a non-selective β-adrenergic antagonist (Supplementary Fig. 5c, d). The OCRs of both WT and *Aif1*^*−/−*^ iWAT were also limited by propranolol, but overall levels did not differ according to genotype, perhaps reflecting the relatively lower fraction of thermogenic cells in iWAT tissue (Supplementary Fig. 5d). The propranolol sensitivity of the observed increase in OCR, together with prior studies of different β-adrenergic receptor subtypes in BAT^31^, suggested that the increased metabolic activity due to AIF1 deficiency was mediated primarily through the β_3_-adrenergic receptor. Signaling downstream of the β_3_-adrenergic receptor is known to increase cyclic AMP and protein kinase A activity^32^, and consistent with activation of this canonical pathway in adipose tissues lacking AIF1, we found increased phosphorylation of hormone-sensitive lipase (HSL) (Supplementary Fig. 5e–g).

### Lack of AIF1 affects adipose tissue neurotransmitter levels

BAT thermogenic activity increases in response to NE release from innervating sympathetic fibers^31^, and sensitivity of BAT to this β-adrenergic stimulation can be enhanced by loss or inhibition of serotonin (5-hydroxytryptamine, or 5-HT) signaling in the periphery^33^. To evaluate how these factors might contribute to the metabolic phenotype of AIF1-deficient mice, we checked 5-HT and NE levels in adipose tissues. Levels of 5-HT in adipose tissues, liver, heart, and circulation were not suppressed by AIF1 deficiency, and serum levels of 5-hydroxyindoleacetic acid (5-HIAA), a major 5-HT metabolite, were unchanged (Supplementary Fig. 6a–c, e)—these findings argue against a role for peripheral 5-HT in the obesity resistance phenotype. On the other hand, we found increased NE content in both BAT and iWAT of AIF1-deficient mice fed a CD, while with HFD, the corresponding NE levels decreased in WT mice, but were relatively higher in AIF1-deficient mice (Fig. 3a, Supplementary Fig. 6d). NE levels in liver, heart, and serum were not changed by AIF1 deficiency (Fig. 3b,c) and serum levels of homovanillic acid (HVA), a major catecholamine metabolite, were also not different (Supplementary Fig. 6e). Taken together, these findings suggest that loss of AIF1 increases catecholamine levels discretely in tissues with thermogenic capability.

**Fig. 3:**
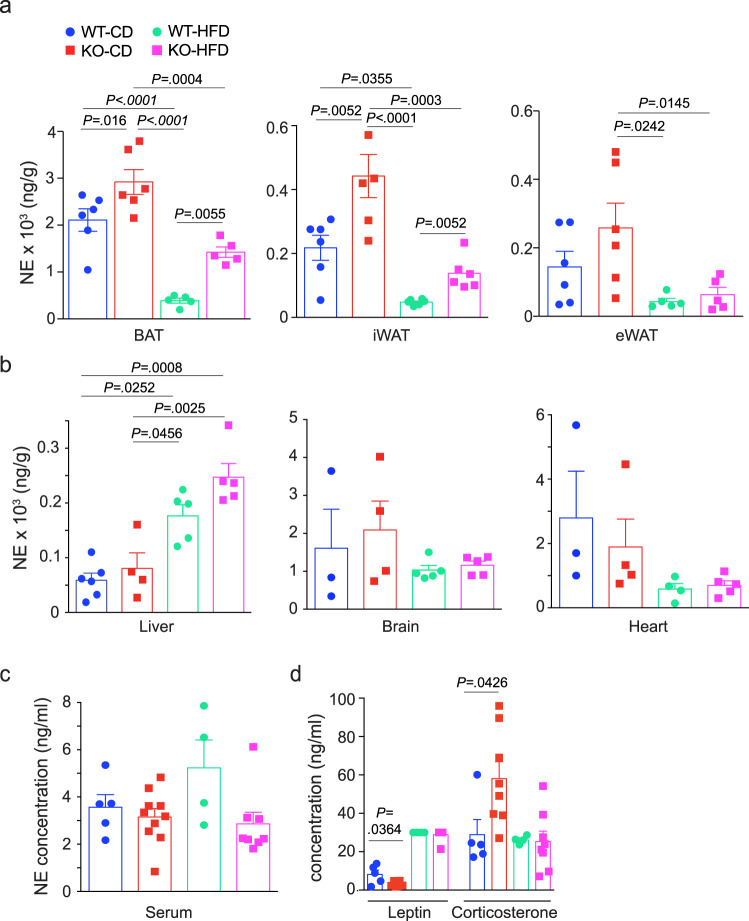
The increase in NE levels with AIF1 deficiency is restricted to adipose tissues. WT and AIF1-deficient (KO) mice were fed with CD or HFD. After 16 weeks of diet, NE levels were measured by LC/MS. **a**–**c** NE levels in adipose depots (*n*: BAT and eWAT: WT-CD, 6; KO-CD, 6; WT-HFD, 5; KO-HFD, 5; iWAT: *n* = 6 for all groups), (**a**), in the liver (*n*: WT-CD, 6; KO-CD, 4; WT-HFD, 5; KO-HFD, 5); brain (*n*: WT-CD, 3; KO-CD, 4; WT-HFD, 5; KO-HFD, 5); and heart (*n*: WT-CD, 3; KO-CD, 4; WT-HFD, 4; KO-HFD, 5) (**b**), and in serum (n: WT-CD, 5; KO-CD, 10; WT-HFD, 4; KO-HFD, 8) (**c**). **d** Serum leptin and corticosterone concentrations, as measured by ELISA (*n*: WT-CD, 5; KO-CD, 6; WT-HFD, 4; KO-HFD, 8). Data are presented as mean;± s.e.m. Significance was assessed by unpaired two-sided *t*-test (**d**) or one-way ANOVA followed by Tukey’s multiple comparison test (**a**–**c**). *n* = the number of biologically independent animals. Source data are provided as a Source Data file.

How this local increase in catecholamines affects adipose tissues is of interest. To look for possible effects on adipocyte phenotype, we isolated stromal-vascular fractions (SVFs) from adipose depots of WT and *Aif1*^*−/−*^ mice, differentiated the cells in vitro to promote brown adipogenesis, and performed respirometry. These studies showed higher ATP-independent OCRs by *Aif1*^*−/−*^ vs. WT adipocytes derived from BAT and iWAT, consistent with an increase in the metabolic capacity of adipocytes lacking AIF1 (Supplementary Fig. 7). In this model of differentiation, cells are treated after harvest with a cocktail of agents (see the “Methods” section) that promote differentiation. Conceivably, the observed increase in ATP-independent (uncoupled) respiration could stem from the effects of higher catecholamine levels prior to harvest that expands the population of (or otherwise predispose) progenitors in AIF1-deficient adipose tissues to browning, or it could stem from catecholamine-independent intrinsic differences in AIF1-deficient progenitors that support the acquisition of brown fate and function in response to the cocktail. From a mechanistic perspective, these findings raise the possibility that the effects of AIF1 deficiency on non-myeloid cells could contribute to higher OCR. Conditional inactivation of AIF1 expression in myeloid vs. adipocyte lineages will be required to address this point.

We also considered if AIF1 deficiency might have similar effects on neurotransmitter levels in the CNS. The central metabolic activities of NE are complex and include both anorexigenic and thermogenic functions^34,35^ that could contribute to obesity resistance. Levels of NE in total brain samples of WT and *Aif1*^*−/−*^ mice were not different, however (Fig. 3b). Central 5-HT signaling is anorexigenic, and in contrast to 5-HT signaling in the periphery, can indirectly increase energy expenditure by stimulating thermogenesis in brown adipose tissue^36,37^. Levels of 5-HT in the brains of HFD-fed mice lacking AIF1 were not, however, significantly higher than in WT mice (Supplementary Fig. 6b). To evaluate possible effects on the hypothalamic–pituitary–adrenal axis^38^, we evaluated circulating leptin and corticosterone levels, and found genotype-dependent changes in mice fed with CD, but not with HFD (Fig. 3d)—like the neurotransmitter studies, these findings did not implicate a CNS-based effect of AIF1 deficiency in the observed resistance to HFD-induced obesity.

### AIF1 deficiency in bone marrow-derived macrophages

Recent studies have identified potential roles for macrophages in adipose tissue NE signaling^12^. While macrophages appear incapable of producing NE^8^, multiple reports indicate that macrophages participate directly or indirectly in the control of NE levels and thereby affect thermogenic^9,11^ or lipolytic^10^ activities in adipocytes; this suggested that AIF1 deficiency might alter adipose catecholamine levels through effects on macrophage function. To address this possibility, we performed reciprocal bone marrow transplantation between WT and *Aif1*^*−/−*^ mice and evaluated weight gain and body composition over the course of 6 weeks on CD or HFD. Notably, *Aif1*^*−/−*^ mice receiving WT bone marrow (WT-KO) on HFD gained significantly more weight than WT-KO mice on CD, or than WT recipients of *Aif1*^*−/−*^ bone marrow (KO-WT) on either CD or HFD (Fig. 4a, Supplementary 8a). As with WT and global *Aif1*^*−/−*^ mice on HFD (Fig. 1), this increase was driven by adipose tissue expansion without a significant change in lean tissue mass (Fig. 4a).

**Fig. 4:**
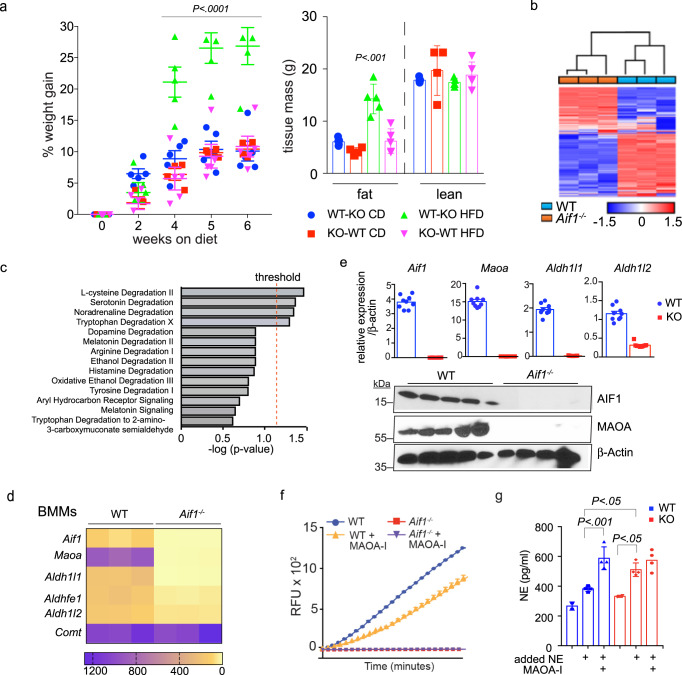
AIF1 expression in bone marrow-derived cells affects obesity resistance. **a** Total bone marrow cells from WT or *Aif1*^*−/−*^ donor mice (age 6–8 weeks) were transferred to irradiated WT or *Aif1*^*−/−*^ recipient mice (age 4–6 weeks). After 6 weeks of recovery, mice were randomly assigned to CD or HFD for 6 weeks and weighed regularly. Key indicates donor-recipient and diet, e.g., WT-KO CD. **a** (left) %weight gain; (right), fat and lean masses, assessed by MRI after 6 weeks on diet. *n*: WT-KO CD, 5; KO-WT CD, 4; WT-KO HFD, 4; KO-WT HFD, 5. Data were evaluated by two-way ANOVA followed by Tukey’s multiple comparison test and presented as mean ± s.e.m. **b**–**d** RNA-seq data obtained from immortalized BMMs generated from male WT and *Aif1*^*−/−*^ mice (*n* = 3 biologically independent animals). **b** Unsupervised hierarchical clustering analysis. **c** Bioamine degradation pathways predicted by GO analysis. **d** heat map representing the expression of key genes in the NE degradation pathway. **e** (upper) expression of *Aif1* and NE catabolism genes (*Maoa, Aldh1/1*, and *Aldh1/2*) in BMMs validated by qRT-PCR (top) (*n*: WT, 9; KO, 8, pooled from 3 independent isolations and presented as mean ± s.e.m.); **e** (lower), protein expression of AIF1 and MAOA in BMMs assessed by immunoblotting, with β-actin shown as a loading control (*n*: WT, 5; KO, 4, pooled from 3 independent cell isolations and representative of 3 similar experiments). **f** MAOA activity measured in WT vs. *Aif1*^*−/−*^ BMMs with or without MAOA inhibitor (MAOA-I (clorgylline, 10 μM)). RFU relative fluorescent units (*n* = 2, graph shows mean ± s.e.m. and is representative of two similar experiments). **g** Catecholamine clearance–NE (2 μM) was added to WT and *Aif1*^*−/−*^ BMMs in culture and cellular NE levels were assessed after 2 h. MAOA-I, clorgylline, 10 μM. *n* = 3 per group for baseline measurement and *n* = 4 per group for other conditions and are representative of 2 similar experiments. Data are presented as mean ± s.e.m. Significance was assessed by one-way ANOVA with Tukey’s multiple comparisons test. Source data are provided as a Source Data file.

These observations suggested that AIF1 expression in bone marrow-derived cells is important for AIF1-dependent effects on energy storage driven by HFD. To understand how AIF1 deficiency affects relevant cell functions, we performed RNA-seq and compared the transcriptomes of WT and *Aif1*^*−/−*^ bone marrow-derived macrophages (BMMs) (Fig. 4b, c). 

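RNA-seq was performed on immortalized BMMs, macrophage cell lines grown from the bone marrow of male mice, in 3 libraries of WT and 3 of *Aif1*-/- cells, which the legend of Fig. 4 gives as biologically independent animals. Total RNA was depleted of ribosomal RNA and sequenced as single-end reads with a kit described as stranded. According to the submitters' processing notes, the authors trimmed the reads with Trim Galore 0.5, aligned them to GRCm38 with TopHat2 2.0.13 and counted them per Ensembl gene with HTSeq 0.6.1p1, and the methods state that a read was placed at 1 location at most. The deposited values were raw counts for 47729 genes. Counts assigned to genes were 23253869, 26642892 and 29314253 in WT replicates 1, 2 and 3, and 26486393, 17707986 and 17783990 in *Aif1*-/- replicates 1, 2 and 3. Reads that HTSeq matched to no gene made up 32.4%, 40.4% and 25.5% of the counted reads in the WT replicates and 33.6%, 33.6% and 35.7% in the *Aif1*-/- replicates. They are called reads outside genes here, although they can include reads from introns of annotated genes. The authors tested differential expression with DESeq2. Here the counts were tested with edgeR's quasi-likelihood test on genotype alone, after TMM normalization and a filter on low counts that kept 17406 genes, with Benjamini-Hochberg adjustment and a threshold of 0.05. Fold changes are *Aif1*-/- minus WT, and normalized counts are on the scale of the mean library. With 3 libraries against 3, an exact permutation test of a single gene cannot give a two-sided p below 0.1. Counts per kilobase of genes inside introns of highly expressed genes were similar for genes on the same strand as the host (median 230.8, 480 genes) and on the opposite strand (median 171.9, 52 genes), and those of genes over an exon of the host were 195.4 on the same strand (14 genes) and 90.1 on the opposite strand (52 genes), so reads of genes that overlap on opposite strands may not be separated in these counts. Reads of near-identical genes, such as members of the MHC class I family, could likewise be split between copies. The text does not state whether each library came from a separately immortalized line, so the p-values measure the spread between these 6 samples.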

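The targeted gene, *Aif1* (ENSMUSG00000024397, chromosome 17 of GRCm38, 35170991 to 35176068), had raw counts of 220, 157 and 239 in WT replicates 1, 2 and 3 and of 4, 4 and 1 in *Aif1*-/- replicates 1, 2 and 3. Its normalized count was 185 ± 46.2 (SD, n = 3) in WT and 3.39 ± 2.01 (SD, n = 3) in *Aif1*-/- BMMs, a log2 fold change of −5.71 (standard error 0.38, adjusted p = 2.84e-06 from edgeR's quasi-likelihood test). Of the 17406 genes tested, 1399 were higher and 1832 were lower in *Aif1*-/- BMMs, of which 403 and 695 changed by at least 1 on the log2 scale. Among the 10 largest falls of genes past the threshold with an average log2 CPM of at least 2 and genotypes that do not overlap, *Cspg4*, which encodes a membrane chondroitin sulfate proteoglycan, went from 5077 ± 633 (SD, n = 3) to 5.60 ± 5.27 (SD, n = 3), *Vill*, which encodes a villin-like actin-binding protein, from 2273 ± 162 to 2.36 ± 2.22, and *Col18a1*, which encodes a basement membrane collagen, from 2770 ± 241 to 11.6 ± 3.52. *Igsf9b* had 1136 raw counts over the 3 WT libraries and 0 over the 3 *Aif1*-/- libraries, so it was at least 298.0-fold lower against a floor of 3 counts over the group, an estimate that covers counting error only. Markers of granulocytes and of fibroblasts had no gene with enough counts to be tested, whereas 3 of 4 tested markers of megakaryocytes and platelets were higher in *Aif1*-/- BMMs and none was lower (3 and 0 adjusted over the list alone). These were *Pf4* (log2 fold change 0.97), *Treml1* (1.94) and *Ppbp*, with 3 raw counts over the WT libraries and 56 over the *Aif1*-/- libraries (counting interval of the log2 ratio 2.95 to 6.89). As a set, the platelet markers had an adjusted p of 0.00223 with a preset correlation between genes (camera) and an adjusted p of 0.205 with an estimated correlation. In average-linkage clustering of log2 CPM, the first split of the libraries separated the genotypes. The smallest Euclidean distance between libraries of different genotype was 101.7, against 83.8 for the largest distance between WT libraries and 46.9 for the largest between *Aif1*-/- libraries. The number of changed genes was 4889 without WT replicate 3, and 2040, 2113 and 2140 without *Aif1*-/- replicates 1, 2 and 3 in turn. It was 1850 among genes with no gene annotated on the other strand, and 599 when tested against a log2 fold change of 1 (edgeR's glmTreat). With the share of reads outside genes as a covariate, an alternative chosen after the data were seen, it was 5517, of which 2678 were higher and 2839 lower.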

Pathway analysis identified differences in immune activation and inflammation (Supplementary Data 1, ingenuity pathway analysis of WT vs. *Aif1*^*−/−*^ bone marrow macrophage RNA-seq data), as anticipated based on previous characterizations of AIF1 function. 

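Interferon-stimulated genes were almost uniformly lower in *Aif1*-/- BMMs. Of the 33 genes on a list of them, 31 were lower and 2 were higher (31 and 2 adjusted over the list alone), with a median log2 fold change of −0.98. *Rsad2*, which encodes the antiviral protein viperin, went from a normalized count of 7273 ± 196 (SD, n = 3) to 2540 ± 180 (SD, n = 3), a log2 fold change of −1.52 (standard error 0.07, adjusted p = 2.90e-07 from edgeR's quasi-likelihood test). *Ifit1*, which encodes a protein that binds viral RNA, went from 3948 ± 332 to 1384 ± 89.0, and *Ifi44* from 712 ± 88.4 to 5.90 ± 2.86. The 2 genes that were higher, named after their values were seen, were *Zbp1*, a nucleic acid sensor (log2 fold change 2.08), and *Oasl1* (1.53, adjusted p = 0.0419, with at most 23 raw counts in a library). By DESeq2 31 genes of the list were lower and only 1 was higher. As a set the interferon list was lower than other genes (camera, adjusted p = 1.04e-35), also with an estimated correlation (adjusted p = 0.0425). *Ifit3* and *Ifit3b*, and *Oas1a* and *Oas1g*, are near-identical pairs that could share reads.
Antigen presentation genes were mostly lower too. Of 22 genes of MHC class I presentation, 16 were lower and 2 were higher (17 and 2 adjusted over the list alone; camera, adjusted p = 6.07e-17; adjusted p = 0.205 with an estimated correlation). *H2-Q6*, *H2-Q7* and *H2-Q4*, class I heavy chains that could share reads with each other, had log2 fold changes of −2.54, −2.38 and −1.65. *H2-T24* (0.88) and *Calr* (0.34), a chaperone of class I assembly, were higher and were named after their values were seen. Of 11 tested genes of MHC class II presentation, 6 were lower and 3 were higher (6 and 3 adjusted over the list alone; camera, adjusted p = 0.0182; adjusted p = 0.225 with an estimated correlation). *Ciita*, the transactivator of class II genes, went from 124 ± 24.0 to 18.5 ± 2.29 (SD, n = 3 each), and *Cd74*, the invariant chain, from 1266 ± 176 to 283 ± 19.9. The higher genes, named after their values were seen, were *H2-DMb2* (log2 fold change 1.16), *H2-Oa* (2.62) and *H2-Ob* (1.60), which encode peptide-loading accessory chains. *Aif1* itself lies in the MHC region. Of the tested genes, 14 of the class I list and 8 of the class II list lie within 10 Mb of it, and of the genes farther away 3 of 8 class I genes were lower and 1 was higher, and 2 of 3 class II genes were lower and none was higher.
Of 13 tested matrix metalloproteinases and their inhibitors, 8 were lower and 1 was higher (8 and 2 adjusted over the list alone; camera, adjusted p = 2.79e-06; adjusted p = 0.225 with an estimated correlation). *Mmp12*, macrophage elastase, had a log2 fold change of −1.69 (standard error 0.07, adjusted p = 7.49e-08 from edgeR's quasi-likelihood test), *Mmp13*, a collagenase, of −1.62, and *Adam8*, a membrane metalloproteinase, was the higher gene (0.71). The interferon, MHC and matrix metalloproteinase themes are among the pathways of Supplementary Data 1, which was read before the lists were written, so their direction is not independent evidence.

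**Figure D1:**
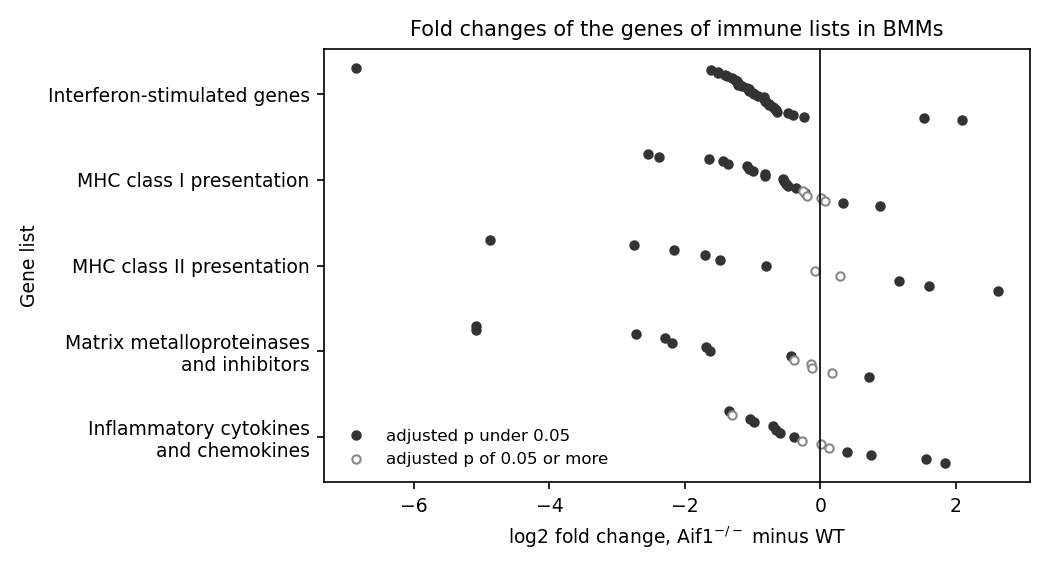
Each point is a gene tested in BMMs, placed by its log2 fold change (*Aif1*-/- minus WT) on the horizontal axis and by its gene list on the vertical axis, with filled points for an adjusted p under 0.05 from edgeR. Of the 33 interferon-stimulated genes, 31 lie to the left of 0, while the inflammatory cytokines and chemokines lie on both sides.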

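Genes of inflammation moved both ways. Of 15 tested inflammatory cytokines and chemokines, 7 were lower in *Aif1*-/- BMMs and 4 were higher (9 and 4 adjusted over the list alone), and as a set they did not pass the test (camera, adjusted p = 0.198), except among genes with no gene annotated on the other strand, where the set was lower (adjusted p = 0.0135); with an estimated correlation its adjusted p was 0.457. *Ccl3*, a chemoattractant of macrophages and neutrophils, went from 1483 ± 91.1 to 723.5 ± 15.0 (SD, n = 3 each), and *Ccl5* had a log2 fold change of −0.98, whereas *Ccl2*, a monocyte chemoattractant, had one of 0.40 and *Cxcl16* one of 0.74. *Tnf*, named after its values were seen, had a log2 fold change of 0.01 (adjusted p = 0.969 from edgeR's quasi-likelihood test). Of 10 tested M1 markers, 3 were higher and 2 were lower (4 and 2 adjusted over the list alone; camera, adjusted p = 0.446). Of 13 tested M2 markers, 4 were higher and 5 were lower (4 and 6 adjusted over the list alone; camera, adjusted p = 0.496). Among these, *Cd163*, the hemoglobin scavenger receptor, went from 309 ± 38.1 to 19.4 ± 3.83 (SD, n = 3 each). Of 26 Toll-like and other pattern receptors, 6 were higher and 6 were lower (6 and 8 adjusted over the list alone; camera, adjusted p = 0.212), with *Tlr7*, a sensor of single-stranded RNA, at a log2 fold change of 1.83 and *Nod1*, a sensor of bacterial peptidoglycan, at −1.45.
Of 25 tested phagocytosis and scavenger receptor genes, 13 were higher and 5 were lower (14 and 6 adjusted over the list alone; camera, adjusted p = 0.0571). *Stab1*, a scavenger receptor, had a log2 fold change of 2.07, and *C3*, the central complement component, one of −2.76. Without WT replicate 3 this set passed the test (adjusted p = 0.00239), as it did without each *Aif1*-/- replicate (adjusted p = 0.0293, 0.0379 and 0.0463 without replicates 1, 2 and 3), with no filter on low counts (0.0165), with the replicate number as a block (0.0445) and with the share of reads outside genes as a covariate (0.00236), but not with an estimated correlation (adjusted p = 0.64). Of 22 tested integrins and leukocyte adhesion genes, 10 were higher and 7 were lower (11 and 7 adjusted over the list alone; camera, adjusted p = 0.00204; adjusted p = 0.271 with an estimated correlation). *Itgal*, the alpha chain of LFA-1, went from 122 ± 7.31 to 4052 ± 96.3 (SD, n = 3 each), a log2 fold change of 5.05, and *Itgb3*, the beta 3 integrin, from 1684 ± 68.4 to 230.4 ± 37.7. Leukocyte extravasation is also a pathway of Supplementary Data 1, which was read before the lists were written. The result of the integrin and adhesion list is therefore not independent evidence.
Supplementary Data 1 lists, for each pathway, the molecules that the study selected on these libraries. Across 8 of its immune pathways, picked after their scores were seen, there were 74 molecules, of which 68 matched a mouse symbol and 65 were tested. Of these, 46 were lower and 19 were higher in *Aif1*-/- BMMs. In Interferon Signaling all 6 molecules were lower, in Leukocyte Extravasation Signaling 18 of 22 were lower and 4 higher, and in TREM1 Signaling 5 of 11 were lower and 6 higher. Because the molecules were selected for their change in these libraries, these counts are not independent evidence. The Ingenuity analysis itself was not repeated here. Among genes with no gene annotated on the other strand, 30 of these molecules were lower.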

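*Maoa* (ENSMUSG00000025037, chromosome X of GRCm38, 16619698 to 16687818), which encodes the mitochondrial enzyme that deaminates NE and serotonin, was nearly lost from *Aif1*-/- BMMs. Its normalized count was 1644 ± 89.9 (SD, n = 3) in WT and 8.37 ± 6.74 (SD, n = 3) in *Aif1*-/- BMMs, a log2 fold change of −7.73 (standard error 0.25, adjusted p = 2.37e-08 from edgeR's quasi-likelihood test), and it was among the 10 largest falls of genes past the threshold with an average log2 CPM of at least 2 and genotypes that do not overlap. *Aldh1l1* (ENSMUSG00000030088, chromosome 6, 90486427 to 90600203), a cytosolic formyltetrahydrofolate dehydrogenase of folate metabolism, went from 367 ± 59.2 to 4.26 ± 3.52 (SD, n = 3 each), a log2 fold change of −6.54 (standard error 0.35, adjusted p = 6.64e-07). The size of these falls rests on few counts: without *Aif1*-/- replicate 1 the log2 fold changes of *Maoa* and *Aldh1l1* were −7.17 and −5.91, and without *Aif1*-/- replicate 3 they were −8.55 and −7.34. Its mitochondrial relative *Aldh1l2* (ENSMUSG00000020256, chromosome 10, 83487450 to 83534140) went from 267 ± 38.7 to 95.8 ± 5.20, a log2 fold change of −1.48 (standard error 0.16, adjusted p = 9.65e-05). *Adhfe1* (ENSMUSG00000025911, chromosome 1, 9547948 to 9580673), a mitochondrial iron-containing dehydrogenase that the paper writes as AldhFe1, went from 333 ± 45.1 to 63.7 ± 10.9, a log2 fold change of −2.39 (standard error 0.18, adjusted p = 5.94e-06). For these 4 genes, every *Aif1*-/- library lay below every WT library (exact permutation test, two-sided p = 0.1, the smallest that 3 libraries against 3 allow). The study chose these genes on these libraries, so their direction is not independent evidence.

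**Figure D2:**
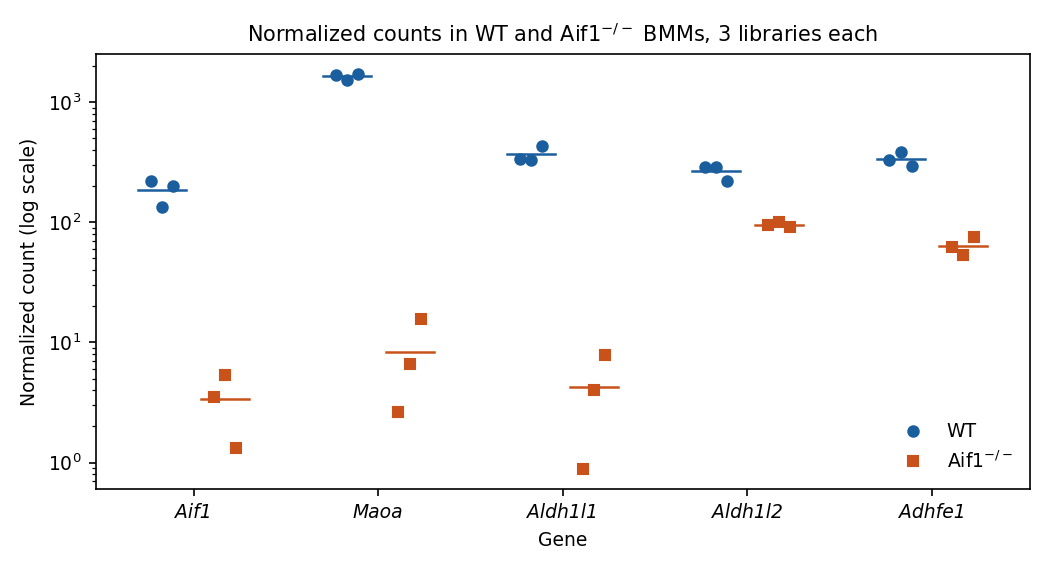
Normalized counts on a log scale (vertical axis) of *Aif1* and 4 genes that the paper places in the NE degradation pathway (horizontal axis), with a point for each library of WT (circles) and *Aif1*-/- (squares) BMMs and a bar at each mean. The libraries of the genotypes lie apart for each of these genes, with *Maoa* at means of 1644 in WT and 8.37 in *Aif1*-/- BMMs.

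Other enzymes of NE degradation moved both ways. Of 12 tested, 3 were higher, 1 was lower and 8 did not pass the test (4 higher and 3 lower adjusted over the list alone; camera, adjusted p = 0.446). *Aldh9a1*, an aldehyde dehydrogenase of amino-aldehydes, *Akr7a5* and *Akr1b3*, which are aldo-keto reductases, were higher (log2 fold changes 0.72, 0.63 and 0.48), and *Aldh1b1*, a mitochondrial aldehyde dehydrogenase, was lower (−1.36). *Aldh2*, the abundant mitochondrial aldehyde dehydrogenase, had 7244 normalized counts in WT and 9214 in *Aif1*-/- BMMs (adjusted p = 0.0686, and 0.0194 by DESeq2), and *Maob*, named after its values were seen, had 0 counts in every library. Of 6 tested genes of NE synthesis, uptake and receptors, 3 were lower and 1 was higher (3 and 1 adjusted over the list alone; camera, adjusted p = 0.292). The alpha 1A receptor gene *Adra1a* went from 86.3 ± 14.3 to 3.53 ± 0.764 (SD, n = 3 each), and *Slc18a1* and *Adrb1* had log2 fold changes of −1.07 and −0.63. *Slc18a1* did not pass by DESeq2 (adjusted p = 0.0613), and neither of these 2 genes passed without any 1 of the *Aif1*-/- replicates. Of 8 tested genes of tryptophan, serotonin and histamine metabolism, 2 were higher, *Haao* (1.79) and *Aoc2* (0.78), and none was lower (2 and 1 adjusted over the list alone; camera, adjusted p = 0.446). *Aoc2* did not pass by DESeq2 (adjusted p = 0.0839), and neither gene passed without WT replicate 1 or without any 1 of the *Aif1*-/- replicates. Of the 14 pathways of Fig. 4c, 10 held only lower molecules among those that passed, 2 only higher and 2 both. All 4 molecules of noradrenaline and adrenaline degradation, all 6 of serotonin degradation and all 3 of dopamine degradation were lower, while of 4 molecules of melatonin signaling 2 were higher and 2 lower, and of 7 of aryl hydrocarbon receptor signaling 1 was higher and 5 lower. The study selected each on these libraries. Of the pathways with only lower molecules, L-cysteine degradation II, melatonin degradation II and tyrosine degradation I held 1 molecule each, and so did the 2 with only higher ones. A molecule can belong to several pathways, so these counts are not separate results.
*Maoa* overlaps no gene annotated on the other strand. *Aldh1l1*, *Aldh1l2* and *Adhfe1* do, and the genes opposite them were named after their values were seen. *Gm15756*, opposite *Aldh1l1*, had mean normalized counts of 0 in WT and 0.439 in *Aif1*-/- BMMs, and *D10Wsu102e*, opposite *Aldh1l2*, of 1039 and 1032 (adjusted p = 0.953), so a fall of the opposite gene does not account for the falls of *Aldh1l1* and *Aldh1l2*. *2610203C22Rik*, opposite *Adhfe1*, itself went from 509.8 to 11.2, and the counts may not separate its reads from those of *Adhfe1*. From the fall of these transcripts, the paper concludes that loss of AIF1 acts selectively on the expression of monoamine degradation genes in macrophages.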

Interestingly, we also found that loss of AIF1 selectively affected macrophage expression of genes associated with monoamine degradation: transcripts encoding key NE degradation pathway components such as monoamine oxidase A (*Maoa*) and aldehyde dehydrogenases (*Aldh1/1, Aldh1/2*, and *AldhFe1*) were markedly decreased, whereas catechol-O-methyl transferase (*Comt*) transcript levels were unchanged (Fig. 4d, e). Consistent with these findings, both MAOA protein and activity were readily detected in WT, but not AIF1-deficient, BMMs (Fig. 4e, f). Moreover, cellular NE levels rose significantly in AIF1-deficient but not WT BMMs challenged by the addition of exogenous NE, suggesting that loss of AIF1 affects the catecholamine clearance ability of these cells (Fig. 4g).

### AIF1 deficiency impairs ATM catecholamine metabolism

Macrophages exhibit both organ- and niche-specific gene expression and function^5,39^ so we asked if these AIF1-mediated effects on MAOA expression in BMMs extended to macrophages in adipose tissues. Compared to controls, RNA extracted from intact tissues had mildly lower *Maoa* expression levels in BAT and iWAT of *Aif1*^*−/−*^ mice fed with either CD or HFD, while reduced *Aldh1/2* was seen only in BAT and iWAT of HFD-fed mice (Supplementary Fig. 8b); tissue fractionation indicated that this decrease in *Maoa* expression occurred in the stromal-vascular fraction (SVF)—which would include macrophages—and not in adipocytes (Supplementary Fig. 8c). This difference was particularly apparent in the iWAT SVF, which showed a multi-fold increase in *Maoa* expression with HFD in WT mice that was effectively blunted by AIF1 deficiency. Consistent with the decrease in *Maoa* gene expression in *Aif1*^*−/−*^ BMMs (Fig. 4d, e), we found a reduction in *Maoa* transcript levels in sorted CD45^+^;CD11b^+^;F4/80^+^ ATM populations collected from BAT and iWAT, but no significant change in eWAT (Fig. 5a–c; gating strategy is shown in Supplementary Fig. 9a–d). Furthermore, levels of MAOA^+^ ATMs in the BAT and iWAT, but not eWAT, of HFD-fed *Aif1*^*−/−*^ mice were approximately 50% lower than corresponding WT controls (Fig. 5d–g). We also observed that *Aif1*^*−/−*^ ATMs from BAT and iWAT (Fig. 5h) contained more NE, suggesting that loss of AIF1 impairs the ability of these cells to clear the catecholamine. This differential catabolism was not observed in AIF1-deficient ATMs sorted from eWAT (Fig. 5h). Likewise, adipose tissue monocytes and dendritic cell populations from AIF1-deficient mice showed no differences in the level of MAOA^+^ cells compared to controls (Supplementary Fig. 10a–h).

**Fig. 5:**
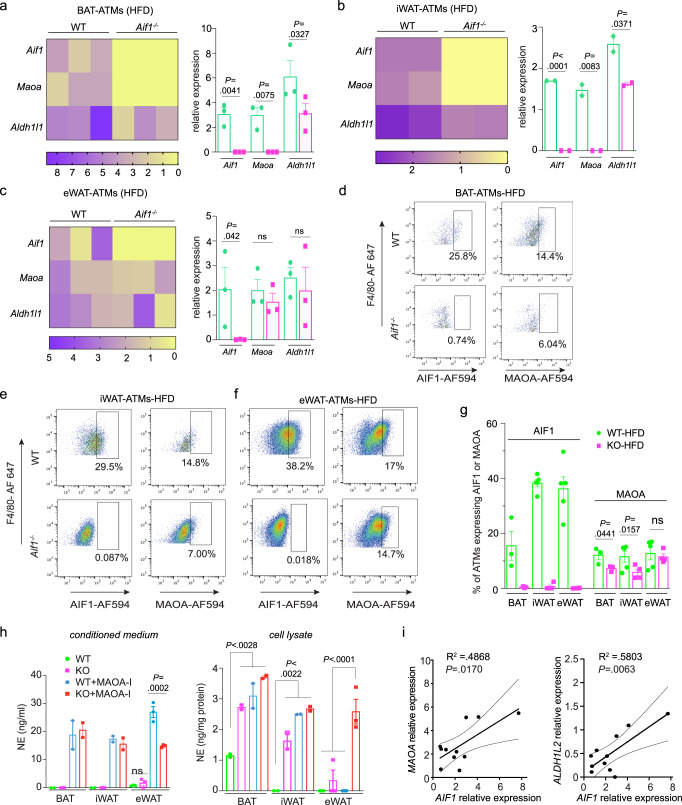
Loss of AIF1 impairs catecholamine catabolic enzyme expression and activity in ATMs. **a**–**c** Expression of key genes in NE degradation, assessed in WT vs. *Aif1*^*−/−*^ in ATMs by qRT-PCR.ATMs were sorted from pooled SVF of BAT (**a**), iWAT (**b**), and eWAT (**c**) obtained from WT or *Aif1*^*−/−*^ mice (*n* = 3 (BAT, eWAT) or 2 (iWAT) independent pools, each pool from 5 mice) after 16 weeks of HFD feeding; heat map (left), bar graph (right). Data pooled from 3 independent experiments **d**–**g** Flow cytometric analysis of MAOA expression in CD45 + CD11b + F4/80+ cells from SVF BAT (*n*: WT, 3; KO, 3) (**d**), iWAT (*n*: WT, 5; KO, 4) (**e**) and eWAT(n: WT, 5; KO, 4) (**f**), plus a summary of quantification (**g**). Data are representative of 2 similar experiments. **h** NE levels measured in ex vivo ATM culture medium (left panel) and cell lysates (right panel); SVF from 5 mice in each group were pooled and sorted to obtain CD45 + CD11b + F4/80+ cells, and NE was measured in 2 or 3 technical replicates). Data are presented as mean ± s.e.m. Statistical significance was assessed by unpaired two-sided *t*-test (**a**–**c** and **g**) and two-way ANOVA using Tukey’s multiple comparisons test (**h**). **i** Linear regression analysis of AIF1 and MAOA or ALDH1L2 expression in subcutaneous adipose tissues of clinical participants with excess weight or obesity (*n* = 11), with significance assessed by Pearson’s correlation. Curved lines indicate 95% confidence intervals. *n* represents a number of biologically independent animal or human participants unless otherwise noted. Source data are provided as a Source Data file.

AIF1, known as Iba1 (ionized calcium binding adaptor molecule-1)^40^ in the neuroscience literature, is also expressed in microglia. As noted previously, we did not find significantly higher levels of NE or 5-HT in the brains of mice lacking AIF1. Consistent with this observation, overall brain levels of MAOA were not changed by the loss of AIF1, perhaps because *Maoa* expression in microglia is already notably low among brain cells in the mouse (https://www.brainrnaseq.org)^41,42^ (Supplementary Fig. 11). As noted previously, such organ-dependent heterogeneity of gene expression among cells of monocytic lineage is well known^5^.

Adipose tissue-resident macrophages have been linked to non-classical homeostatic functions such as control of energy expenditure, whereas the recruited proinflammatory macrophages in obese adipose tissue promote inflammation and insulin resistance^6^. We looked for effects of AIF1 on macrophage polarization in adipose tissue and obesity-associated insulin resistance, and found no significant differences in M1 vs. M2 marker expression in BAT from WT and *Aif1*^*−/−*^ mice fed CD or HFD; circulating adipokines including adiponectin and resistin were also not different (Supplementary Fig. 12a, b, e). In eWAT, however, we noted increases in M2 and decreases in M1 marker expression of *Aif1*^*−/−*^ mice compared to controls on both diets (Supplementary 12c, d); levels of serum lL-6 on HFD and IL-12p70 on both diets were significantly lower (Supplementary Fig. 12f, g). These observations suggest that on either diet, AIF1 deficiency promotes an M2-like phenotype of eWAT macrophages plus effects on circulating cytokines that may contribute to improved glucose tolerance and insulin sensitivity (Fig. 1). Finally, to assess the potential relevance of this AIF1–MAOA axis to human obesity, we evaluated the expression of AIF1 and NE degradation pathway genes in discarded subcutaneous adipose tissues from participants with weight excess or obesity (BMI range 28.5–34.3, Supplementary Table 2). These studies showed a direct correlation of adipose tissue *AIF1* transcript levels with those of NE degradation pathway genes, including *MAOA* and *ALDH1L2* (Fig. 5i).

## Discussion

Control of sympathetic signaling activity in adipose tissues is emerging as a key macrophage function affecting metabolism. Recent studies describe the close physical association of macrophages with nerve fibers in BAT^9^, visceral adipose tissue (VAT)^10^, and iWAT^11^. Deletion of *Mecp2* in CX3CR1^+^ macrophages impaired BAT innervation during development, leading in turn to low NE levels, insufficient thermogenic activity, and obesity^9^. Aging-associated increases in macrophage inflammasome activation in VAT promoted the expression of catecholamine catabolism genes, including *Maoa* and *Comt*, which in turn decreased NE levels and lipolysis in older mice^10^. Sympathetic-associated macrophages (SAMs) characterized in iWAT have been shown to take up NE selectively via the SLC6A2 transporter and degrade it via MAOA; transplantation of irradiated *ob/ob* mice with bone marrow cells lacking SLC6A2 resulted in higher circulating NE, together with evidence for higher BAT activities and improved ability to lose weight^11^.

Our studies have identified a striking resistance to obesity accompanied by improved glucose handling in mice deficient in AIF1, a protein preferentially expressed in cells of the myeloid lineage. Notable aspects of this phenotype include increased energy expenditure, sustained lean mass and food intake, and the lack of a consistent and corresponding increase in physical activity. Our results indicate that AIF1 is required for the expansion of brown and white adipose tissue depots in mice eating an HFD, and suggest that it mediates this function by suppressing thermogenic programs in these tissues: mice lacking AIF1 show increased thermogenic gene expression and β-AR signaling in both BAT and WAT, accompanied by higher levels of NE that likely result from the lower expression of genes required for catecholamine catabolism, including *Maoa*, by macrophages in adipose tissues. The potential relevance of AIF1-dependent catecholamine catabolism to human obesity is supported by the positive correlation of *AIF1* with *MAOA* and *ALDH1L2* transcript levels in adipose tissues from participants with weight excess or obesity.

Interestingly, mouse core body temperatures obtained during indirect calorimetry studies did not differ according to genotype at 22 or 30 °C but were mildly lower in *Aif1*^*−/−*^ mice housed at 10 °C (Fig. 2e, g, i) on either CD or HFD. This last finding suggests that loss of AIF1 expression impairs the animals’ ability to defend body temperature in response to extended cold stress, despite higher energy expenditure. Understanding why AIF1-deficient mice fail to maintain body temperature under these conditions will require further investigation; possibilities include increased energy loss (e.g., dysfunctional vasoregulation, which could in turn reflect altered CNS or local vasomotor controls^43^), defects in alternative (non-UCP1-dependent) mechanisms of thermogenesis, or perhaps inadequate replenishment of intracellular lipid stores needed to meet the increased demands of heightened brown/beige adipocyte metabolism during the course of the 5-day experiment^44^.

We also note that these studies rely on mice with germline *Aif1* inactivation, which constrains some mechanistic interpretations. The identified differences in BAT and iWAT macrophage function and increased local levels of NE accompanying AIF1 loss—or even potential changes in adipocyte metabolic capability—are consistent with effects within these adipose depots. Although AIF1 is preferentially expressed in the myeloid lineage and our cell culture and bone marrow transplantation findings primarily implicate macrophages, we cannot fully exclude intrinsic effects of AIF1 deficiency on other cell types within these depots—e.g., adipocytes, vascular cells, or nerves—that might contribute to the phenotype. In addition, AIF1—or Iba1^40^ in the neuroscience literature—is commonly used as a marker of microglia, as noted previously. Conceivably, increased sympathetic nervous system activity originating in the CNS could contribute to higher adipose tissue NE levels seen in *Aif1*^*−/−*^ mice—though such a mechanism would not readily explain the observed decreases in MAOA + macrophages and associated NE catabolic capacity. In the present context, we did not find increases in NE or 5-HT levels in WT and *Aif1*^*−/−*^ brain samples (Fig. 3b, Supplementary Fig. 6b) that might explain obesity resistance, nor in circulating factors that would accompany activation of the hypothalamic–pituitary–adrenal axis (Fig. 3). The nature of AIF1/Iba1 contributions to microglial and CNS function remain largely to be elucidated^16,45^, and our results do not exclude the possibility that AIF1 might affect neurotransmitter levels in a localized and discrete way within the brain that could impinge on metabolism. Noting again that *Maoa* transcript levels in mouse microglia are well below those in other brain cell types, we surmise that the effects of AIF1/Iba1 on brain chemistry, if any, are likely to differ mechanistically from those we have identified in ATMs. In turn, how such effects might contribute to the control of systemic metabolism remains a point for speculation at present. It is also important to note that the mouse model studies reported here are limited to male mice, and the findings are not necessarily generalizable to female mice.

Finally, AIF1 has been characterized as an actin-bundling cytoplasmic protein, and loss of function studies indicate that macrophages lacking AIF1 have impaired cell migration and phagocytosis^46–48^. The list of validated protein interactions with AIF1 is quite limited but includes actin and l-plastin^49–51^. While a multitude of cytoplasmic signaling mechanisms, including actin polymerization^52^, converge directly or indirectly on the cell nucleus to exert effects on gene expression, there is little specific information about actin-bundling proteins in this context^53^, and the nature of the positive correlation of AIF1 with MAOA expression remains to be determined. Nevertheless, the links between AIF1 and clinical adiposity, the relatively restricted pattern of AIF1 expression, and the apparently benign baseline phenotype of *Aif1*^*−/−*^ mice suggest that methods to interrupt its effects on gene expression could provide a useful approach toward the mitigation of obesity.

## Methods

This research complies with all relevant ethical regulations. Animal experiments were conducted in accordance with NIH guidelines under protocols approved by the Institutional Animal Care and Use Committee of the Albert Einstein College of Medicine. Collection and analysis of clinically derived but discarded and deidentified samples were conducted following established guidelines of the New York University (NYU) Institutional Review Board (IRB Registration No. 00000310) and the NYU Human Research Protections Program. This policy permitted PI self-certification and waiver of consent for this use of discarded, deidentified materials, which qualified as non-human subjects research. Figures were prepared using Illustrator software version 23 (Adobe).

### Mice

Mice were housed in groups of up to 5 in plastic isolator cages within the specific pathogen-free Barrier Facility of the Albert Einstein College of Medicine. AIF1-deficient mice^14^ and littermate controls were backcrossed for 14 generations to the C57BL/6J strain, maintained in standard 12 h light-dark cycles (6 AM–6 PM) at 22 °C, humidity range 30–70%, and fed with irradiated control chow diet (21.6% kcals from fat, mouse diet 20-5058, Pico Lab) or an HFD (60% kcals from fat, D12492i, Research Diets). The age of mice used in these experiments ranged between 6 and 24 weeks. All animal experiments were conducted in accordance with NIH guidelines under protocols approved by the Institutional Animal Care and Use Committee of the Albert Einstein College of Medicine. Humane endpoints for removal from the study were established, and animal welfare was monitored on a daily basis for such signs of disease or discomfort, including lethargy, focal neurologic signs, unhealing skin lesions, or significant weight loss. Animals showing persistence of such signs for 48 h without improvement were removed from the study and euthanized. All experiments reported here were performed with male mice.

### Metabolic phenotyping

Mouse body weights were measured starting at age 8 weeks and every 2 weeks thereafter for the next 16 weeks. Whole body fat and lean masses were assessed by MRI (whole body composition analysis, Echo-MRI). Whole body scanning, eWAT, and iWAT adipose tissue masses were evaluated by computerized tomography scanning (La Theta CT, Hitachi Aloka). Tissue mass was assessed by weighing wet tissues at the endpoint of experiments. Metabolic activities (O_2_ consumption, CO_2_ release, energy expenditure, physical activity, food intake, and core body temperature) were measured in metabolic chambers (Columbus Instruments) under cold (10 °C), ambient (22 °C), or thermoneutral (30 °C) conditions. For glucose tolerance tests, animals were fasted overnight prior to the administration of intraperitoneal glucose (1.5 g/kg of lean mass, Sigma); systemic glucose levels were measured before and after glucose administration at the timepoints indicated. Insulin resistance was measured by hyperinsulinemic-euglycemic clamp studies, as per published protocols^54^.

### Immunoblot analyses

Immunoblot analysis was performed to detect AIF1, phosphorylated and total HSL, and MAOA. In brief, tissues or cells were homogenized in RIPA buffer containing cOmplete^TM^ protease and phosphatase inhibitors (both from Roche). Soluble protein in the lysates was quantified and samples were subjected to gel electrophoresis. For the evaluation of AIF1 and respiratory complex proteins, we used 10–20% tricine gels (Novex) and transferred proteins onto 0.2 μm PVDF membrane. For other target proteins, we used 4–12% Bis–Tris gels and 0.4 μm PVDF membrane. Membranes were blocked with Odyssey blocking buffer (LiCOR), and incubated with primary antibodies overnight at 4 °C, followed by secondary antibodies for 1 h at RT. Primary antibodies used were rabbit anti-AIF1 (#016-20001, 1:500 dilution, Wako), rabbit anti-AIF1 (#ab178847, 1:500 dilution, Abcam), rabbit anti-Phospho-HSL (#4126, 1:500 dilution, Cell Signaling), rabbit anti-HSL (1:500 dilution, Cell Signaling), rabbit anti-MAOA (#ab126751, 1:2000 dilution, Abcam), mouse anti-OXPHOS proteins (#ab110413, 1:150 dilution, Abcam), and mouse anti-β-actin (1:5000 dilution, Abcam). For immunoblot analyses other than MAOA, anti-rabbit IRDye@800 CW (1:5000 dilution, Li-COR) and anti-mouse-IRDye@680 CW (1:5000 dilution, Li-COR) were used as secondary antibodies, and signals were detected using an Odyssey scanner. MAOA detection was performed using goat-anti-rabbit IgG-horseradish peroxidase (1:2000 dilution, Jackson ImmunoResearch) and ECL Western Blotting Substrate (Pierce). Additional antibody information is provided in Supplementary Table 3.

### Quantitative RT-PCR

Total mRNA was isolated from tissues and cells using Trizol (Invitrogen), and cDNA was prepared using Super Script III reverse transcriptase (Invitrogen). Gene expression levels were quantified by real-time PCR using an SYBR green PCR master mix and a Roche Light Cycler system. Gene expression on sorted ATMs was assessed using the Cells-to-CT^TM^ 1-step Power SYBR Green kit (Ambion Life Technologies) and a ViiA 7 Applied Biosystems cycler system. Quantification of the PCR signals of each sample was performed by evaluating the relative expression of each gene by normalizing it to the reference gene β*-actin* using the ΔΔCt method. Specific cDNA primer sequences used are provided in Supplementary Table 4.

### Histology and immunofluorescence

Tissues were isolated at the indicated time points and fixed in 4% paraformaldehyde. Paraffin sections (0.5 µm) were subjected to hematoxylin–eosin staining for histologic analysis. UCP1 expression was assessed in antigen-retrieved paraffin sections by blocking with 5% normal goat serum and incubating overnight with rabbit anti-UCP1 (1:500, ThermoFisher), followed by anti-rabbit IgG 594 (Life Technologies) for 1 h at RT. Images were captured using a Zeiss Axio imager and analyzed by ImageJ software. Antibody information is provided in Supplementary Table 3.

### Flow cytometry

Adipose tissues from brown, iWAT, and eWAT depots were harvested and digested with Collagenase D (Roche) for 1 h at 37 °C with shaking. Cell suspensions were filtered through a 70 μm filter and centrifuged at 450×*g* for 5 min. Single-cell suspensions were lysed to remove red blood cells and stained for Zombie Yellow (1:100 dilution, BioLegend) to label the dead cells. Cells were stained with anti-mouse CD16/CD32 (1:100 dilution, BD Biosciences) antibody to Fc-block followed by CD45-APC-F750, CD11b-PE (Biolegend), F4/80-A647 (Biorad), CD11c-BUV395 (BD Biosciences), anti-rabbit AIF1-unlabeled (1:100 dilution, Abcam) and anti-rabbit MAOA-unlabeled (1:100 dilution, Abcam). For intracellular staining of AIF1 or MAOA, anti-rabbit 594 (1:300 dilution, Invitrogen) was used as a secondary antibody. Stained cells were acquired on an LSR II cytometer (BD Biosciences) using BD FACS Diva™ software and the data were analyzed using FlowJo software (FlowJo, LLC). ATMs were sorted using an Aria cell sorter (BD Biosciences). Additional antibody information is provided in Supplementary Table 3.

### Bone marrow-derived macrophage generation and culture

Bone marrow from the femur and tibia of 8-week-old WT and *Aif1*^*−/−*^ mice were isolated and cells were differentiated into macrophages^55^ and immortalized with SV40 large T-antigen using a standard protocol^56^. BMMs were maintained in α-MEM containing 10% FBS, 120 ng/mL CSF-1 (Chiron Corp.), penicillin–streptomycin, and l-glutamine (Gibco).

### Bone marrow transplantation

Total bone marrow cells were extracted from femurs and tibiae of 6–8-week-old WT (CD45.1 leukocyte marker, Jax stock #002014) or *Aif1*^−/−^ (CD45.2 leukocyte marker) male donor mice, and red blood cells were removed by incubation with RBC Lysis Buffer (Biolegend) for 5 min at 4 °C prior to injection. Recipient WT and *Aif1*^−/−^ male mice aged 4–6 weeks were irradiated with 1000 rad split into two doses with a 4-h interval (Mark I-68A 137Cs irradiator, JL Shepherd), and 1 × 10^7^ bone marrow cells were injected intravenously (WT cells to *Aif1*^−/−^ recipients and *Aif1*^−/−^ cells to WT recipients). After 6 weeks of recovery, transplanted mice were assigned to either CD or HFD; body weight was measured every 2 weeks thereafter, and fat mass and lean mass were assessed by MRI at the end of 6 weeks on diet. Mice were monitored for poor recovery or limited engraftment, with flow cytometry used to assess transplantation efficiency according to CD45.1 vs. CD45.2 representation in peripheral blood. Only mice with >75% transplantation efficiency were included in the analysis.

### RNA isolation, library construction, and analysis

Total RNA was isolated using TRIzol Reagent (Invitrogen), and the integrity was validated using an Agilent 2100 Bioanalyzer. Total RNA (200 ng) was used to prepare libraries using KAPA stranded RNA-seq kit with RiboErase as described (Kapa Biosystems, #KR1151-v3.15). Briefly, total RNA was subjected to rRNA depletion and double-stranded cDNA (dscDNA) synthesis followed by fragmentation. A-tailing was done at the 3’ end of the dscDNA library fragments and then subjected to library amplification followed by adapter ligation for Illumina sequencing. Control RNA was spiked in (ERCC RNA Spike-In control mixes, Life Technologies) as an internal control for the library preparation and sequencing. PCR-amplified cDNA libraries were quantified on the Agilent 2100 Bioanalyzer and diluted to 10 pM for cluster generation and sequencing. Single-end sequencing was performed on Illumina’s Platform NEXTSeq500 using NSQ® 500 hi-Output KT v2 (75 CYS- (Cat # FC-404-2005)). The quality of the sequence reads was assessed using FastQC. FastQC files were trimmed of their adapters with trim_galore (v0.5.0), fastqc (v0.11.5), and cutadapt (v1.15) under default parameters. Reads were aligned to the GRCm38 mouse genome (https://www.ncbi.nlm.nih.gov/assembly/GCF_000001635.20/) with Tophat (v2.0.13)^57^ with parameters allowing a read to be mapped to at most one location: “–no-coverage-search -p 1 -g1”. Gene hits were counted with HTseq (v0.6.1)^58^ under default parameters using release 84 of the Mus_musculus GRCm38 GTF annotation file. Differential expression analysis was performed in R/Bioconductor following the DESeq2 workflow as described^59^ and annotated with biomaRt^60^. Pathway analysis was performed using Ingenuity version 01-14 (Qiagen).

### NE measurement

Adipose tissues, liver, brain, heart, and serum were collected at specific timepoints. NE and 5-HT levels were measured using a standard protocol^61^. Tissue pieces were homogenized using a tissue dismembrator in buffer (0.1 M trichloroacetic acid, 10^−2^ M sodium acetate, 10^−4^ M EDTA and 10.5% methanol (pH 3.8)), spun in a microcentrifuge at 10,000×*g* for 20 min at 4 °C, and the supernatant was removed for biogenic monoamine analysis using specific liquid chromatography/mass spectrometry (LC/MS) following derivatization of analytes with benzoyl chloride (BZC). Tissue or cell extract (20 µL) was mixed with 60 µL of 80% acetonitrile in water and 0.5% formic acid, vortexed for 20 s, and spun at 10,000×*g* for 2 min at 20 °C. The supernatant (5 µL) was combined in an LC/MS vial with 10 µL each of 500 mM NaCO_3_ (aq) and 2% BZC in acetonitrile. The reaction was stopped after 2 min by adding 20 µL internal standard solution (20% acetonitrile containing 3% sulfuric acid) and 40 µL H_2_O. The samples were then subjected to LC/MS analysis. LC was performed on a 2.0 × 100 mm, 1.7 µm particle Kinetix biphenyl column (Phenomenex, Torrance, CA, USA) using a Waters Acquity UPLC (Waters Corporation, Milford, MA, USA). Mobile phase A was 0.15% aqueous formic acid and mobile phase B was acetonitrile. Samples were separated by a gradient of 98–5% of mobile phase A over 6 min at a flow rate of 450 µL/min prior to delivery to a SCIEX 6500 and QTrap mass spectrometer.

### Respirometry

Tissue bioenergetics were assessed using a Seahorse respirometer (Agilent)^62^. Briefly, BAT and iWAT of 8–12 weeks old animals treated with vehicle or propranolol (1 mg/kg) for 3 consecutive days were collected and rinsed with Krebs–Henseleit buffer (KHB) (111 mM NaCl, 4.7 mM KCl, 2 mM MgSO_4_, 1.2 mM Na_2_HPO_4_, 0.5 mM carnitine, 2.5 mM glucose and 10 mM sodium pyruvate). Respective tissue slices (6–10 mg) were transferred to individual wells of an XF24 plate, stabilized by islet capture screens (Seahorse Bioscience), and KHB (450 µL) was added to each well. Digitonin was added to enhance plasma membrane permeability. Basal oxygen consumption rates (OCR) were determined at 37 °C according to the following protocol: basal readings were recorded every 2 min for 10 readings, followed by exposure to digitonin. Subsequent readings were recorded after 2 min mixing and 2 min rest. Basal OCR values were normalized to individual tissue weights.

To evaluate oxygen consumption of in vitro-differentiated brown and beige adipocytes, SVFs were obtained from BAT of 5–6-week-old WT and *Aif1*^−/−^ mice (*n* = 6 each) and from iWAT of 15-week-old WT and *Aif1*^−/−^ mice (*n* = 3 each). In brief, adipose tissues were dissociated with collagenase D (1 mg/mL) and preadipocytes were plated in six-well plates and grown for 3 days in DMEM containing 10% FBS. After this period, preadipocytes were plated in a 96-well Seahorse plate (10,000 cells/well) and differentiation was induced with DMEM-F12 media containing 10% FBS, troglitazone (5 μM), 3-isobutyl-1-methylxanthine (IBMX, 0.5 mM), dexamethasone (1 µM), insulin (5 µg/mL), and triiodothyronine (T3, 50 nM). After 2 days, media were changed to a maintenance formulation with troglitazone (5 μM), insulin (5 µg/mL), and T3 (50 nM). After 6 days, oxygen consumption was assessed with the Seahorse respirometer, with the administration of oligomycin (2 µM) to distinguish total and ATP-linked activity. Total protein was isolated from each well and quantified for normalization after the assay.

### Enzymatic activity measurement and NE clearance in BMMs and ATMs

MAOA activity in cultured WT and *Aif1*^*−/−*^ BMMs was assessed using an assay kit (K795-100, BioVision). Briefly, total cellular lysates (250 µg) were assessed in a 96-well plate in the presence or absence of the MAOA inhibitor clorgyline (10 µM). The activity was measured by a fluorescence plate reader (Varioskan LUX multimode Reader, Thermo Fisher) using wavelength settings of 535/587 nm (excitement/emission), and data were presented as relative fluorescence units (RFU). To assess NE clearance, BMMs (0.25 × 10^6^/well) in 48-well plates were exposed to exogenous NE (2 µM) ± clorgyline (10 µM). After 2 h, the medium was removed, and the cells were washed with PBS and homogenized in 0.01 N HCl in the presence of 1 mM EDTA and 4 mM sodium metabisulphite and stored at −80 °C. NE concentrations in the lysates were assessed by LC/MS.

NE clearance of ATMs was assessed by plating 600–1000 cells of FACS-sorted ATMs on 96-well plates in the presence or absence of clorgyline (10 µM). After 2–3 h, the medium was removed, and cells were washed with PBS and homogenized in 0.01 N HCl in the presence of 1 mM EDTA and 4 mM sodium metabisulphite and stored at −80 °C. NE concentrations in the lysates were assessed by LC/MS.

### Serum analysis

Adipokines such as resistin and adiponectin, Leptin, and corticosterone were measured using ELISA Kit (R&D). Serum cytokine levels were evaluated by magnetic Luminex assay (Sigma-Millipore).

### Human adipose tissue analysis

Discarded, de-identified human adipose tissues were obtained from clinical procedures, as described in Supplementary Table 2. Tissue samples were snap-frozen and stored at −80 °C until homogenization in Trizol (Invitrogen) for RNA isolation and quantitative RT-PCR analysis.

### Statistical analysis

Statistical analyses were performed using Prism 7 software (GraphPad). Data are represented as mean ± s.e.m., with significance assessed by unpaired two-sided Student’s *t*-test for single comparisons and one-way or two-way ANOVA followed by Tukey or Sidak multiple comparison tests. For analysis of gene expression in human samples, the correlation coefficient (*r*) was obtained using Pearson’s method. Values were considered statistically significant for *P* ≤ 0.05.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

The RNA-seq data for this study is available from the Gene Expression Omnibus (GEO; GSE133278. The metabolic and other gene expression data generated in this study are provided in the Supplementary Information or Source Data files, both provided with this paper. The raw data from human participants (beyond what is shown) are protected and not available due to data privacy considerations. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Increased adipose catecholamine levels and protection from obesity with loss of Allograft Inflammatory Factor-1
**Source:** Nat Commun. 2023 Jan 3;14:38. doi: 10.1038/s41467-022-35683-7
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Pathway analysis (Ingenuity pathway analysis of RNA-seq dataset from wt and Aif1<sup>-/-</sup> bone marrow macrophages)

# Supplementary material for: Increased adipose catecholamine levels and protection from obesity with loss of Allograft Inflammatory Factor-1
**Source:** Nat Commun. 2023 Jan 3;14:38. doi: 10.1038/s41467-022-35683-7
**Supplement:** Supplementary file 4 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Images were captured using a Zeiss Axio imager. Whole body fat and lean masses were assessed by MRI (Echo-MRI). Whole body scanning was evaluated by computerized tomography scanning (La Theta CT, Hitachi Aloka). Gene expression levels were quantified by real time PCR using a Light Cycler (Roche) or ViiA 7 cycler system (Applied Biosystems). RNA-seq data were acquired on the Illumina Platform NEXTSeq500 using NSQ® 500 hi-Output KT v2. Flow data was collected by BD FACS Diva 4.0 software. Western blots images were acquired using an Odyssey Clx scanner (Li-Cor). Enzyme activity and ELISA data were acquired with a Varioskan LUX multimode Reader (ThermoFisher)..

## Data analysis

RNA-seq: FastQC files from RNA-seq experiments were trimmed of their adapters with trim\_galore (v0.5.0), fastqc (v0.11.5) and cutadapt (v1.15) under default parameters. Reads were aligned to the GRCm38 mouse genome with Tophat (v2.0.13) (Trapnell, C et al., TopHat: discovering splice junctions with RNA-Seq. *Bioinformatics* 25, 1105–1111 (2009)) with parameters allowing a read to be mapped to at most one location: "--no-coverage-search -p 1 -g 1". Gene hits were counted with HTSeq (v0.6.1) (Anders, S et al., HTSeq—a Python framework to work with high throughput sequencing data. *Bioinformatics* 31, 166–169 (2015)) under default parameters using release 84 of the Mus\_musculus, GRCm38 GTF annotation file [(https://www.ncbi.nlm.nih.gov/assembly/GCF\_000001635.20/)]. Differential expression analysis was performed in R/Bioconductor following the DESeq2 workflow as described (Love, M et al., Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 15, 550 (2014)) and annotated with biomaRt (Durinck, S., et al., Mapping identifiers for the integration of genomic datasets with the R/Bioconductor package biomaRt. *Nat. Protocols* 4, 1184–1191 (2009)). Pathway analysis for the RNA-seq data set was performed using Ingenuity software v. 01-14 (Qiagen Bioinformatics). Flow cytometry: Flow data analyses were performed using Flow Jo software package v. 10.5.3 (Tree Star). Immunofluorescence, immunohistochemistry analysis, and Western blot quantitation were performed using ImageJ bundled with Java 8 (open source NIH software). Western blot quantitation was performed by Image studio lite version 5.2.5 (LI-COR). Graphing and statistical analysis were performed with GraphPad Prism v. 7.0. Figures were assembled using Adobe Illustrator v. 23.0.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Data availability: All sequencing data that support the findings of this study have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) and are accessible through the GEO Series accession number GSE133278 [(https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE133278)]. The reference mouse genome utilized can be found at Mus\_musculus, GRCm38 GTF annotation file [(https://www.ncbi.nlm.nih.gov/assembly/GCF\_000001635.20/)]. The metabolic and other gene expression data generated in this study are provided in the Supplementary Information or Source Data files, both of which are provided with this paper. Some of the raw human subjects data (beyond what is shown) are protected and not available due to data privacy considerations.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

### Reporting on sex and gender

This study reports on gene expression analysis of discarded tissues derived from 11 subjects undergoing liporeduction/cosmetic surgery. Sex or gender were not considered during collection of these samples, but skewed heavily toward female vs male subjects (10 vs. 1, respectively) based on self-reporting. Age and sex characteristics of this cohort are reported in aggregate to protect individual privacy, and are reported in Extended Data Table 3. The associated data are plotted together in Figure 5i. Because of the small number of male samples, separate analyses are not possible, but the single male sample is within the 95% confidence bounds of the overall relationship.

### Population characteristics

Participants were candidates for liporeduction/cosmetic surgery. Information on covariates (Procedure, Diabetes Status, BMI, Infectious Hx) is provided in Extended Data Table 3. Sex and age are described in aggregate to protect individual privacy.

### Recruitment

Subjects were not recruited for this study. Rather, the study materials were discarded tissues from subjects who underwent liporeduction/cosmetic surgery. There may be self-selection biases in this clinical population based on perceived body image and financial resources, but these are unlikely to affect the gene expression analyses performed for this study.

### Ethics oversight

The relevant institution for these clinically-derived samples, New York University, allows for the collection of de-identified tissues for non-human subjects research based on PI self-certification, without a specific IRB number.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes are noted in the Figure legends and in methods. Sample size in experiments involving mice was estimated based on the results of previous experiments (as optimized for in vivo evaluation). In some cases, an on-line calculator ( <a href="http://homepage.stat.uiowa.edu/~rlenth/Power/old_index.html">http://homepage.stat.uiowa.edu/~rlenth/Power/old_index.html</a> ) was used to predict a sample size with a power of 80% to detect a difference in assessed effects at a level of significance of 0.05, and sample sizes were also informed by ethical considerations to restrict the number of animals. For some experiments, tissue samples were collected from individual mice or pooled from multiple mice as necessary to obtain sufficient material to perform the assays. For example, in flow cytometry and sorting experiments, tissues from 2–3 mice were pooled to yield sufficient stromal vascular cells and the corresponding CD45+CD11b+F4/80+ macrophage subset to perform AIF1 and MAOA expression analysis. |
| Data exclusions | For bone marrow transplantation studies, mice showing signs of poor engraftment after irradiation (less than 75% donor reconstitution of peripheral blood cells) were excluded from analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Replication     | Numbers of experimental repetitions are indicated in Figure legends and/or Methods. Repeatability and accuracy of results was supported by performing experiments with three independent biological replicates and validating results with multiple methods (e.g. metabolic phenotype and activity data, enzyme expression (RNA and protein) and activity, plus substrates; multiple cohorts of mice). Findings were successfully reproduced by more than one person in independent replicates.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Randomization   | All animals and derived samples were randomly grouped based on the genotype.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Blinding        | Blinding methods were used for assessing metabolic characteristics and adipose tissue characteristics for each genotype/mouse model used in this study, including analyses performed through core facilities. For other experiments involving quantitative (i.e., machine-derived) assessments, investigators were generally not blinded to the groups.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>AIF1 (Wako, cat #016-20001); 1:500 dilution)</p> <p>AIF1 (Abcam, cat #ab178847; 1:500 dilution)</p> <p>MAOA (Abcam, cat #ab126751; 1:2000 dilution)</p> <p>UCP1 (ThermoFisher, cat #PA1-24894; 1:500 dilution)</p> <p>P-HSL (Cell Signaling, cat #4126; 1:500 dilution)</p> <p>T-HSL Cell Signaling, cat #4107; 1:500 dilution)</p> <p>β-actin (Abcam, cat #ab8226; 1:5000 dilution)</p> <p>Chrome pure Rabbit IgG ((Jackson ImmunoResearch Laboratories, cat #011-000-003; 1 ug/ml)</p> <p>Goat-anti-rabbit IgG- Horseradish peroxidase (Jackson ImmunoResearch Laboratories, cat #111-035-144; 1:2000 dilution)</p> <p>Goat-anti-rabbit IgG 594 (ThermoFisher Life Technologies, cat #A-21207; 1:300 dilution)</p> <p>Mouse BD Fc Block (rat anti-mouse CD16/CD32) (BD, cat #553142, clone: 2.4G2; 1:100 dilution)</p> <p>Zombie Yellow (Biolegend, cat #423103; 1:100 dilution)</p> <p>CD45 -APC/Fire 750 (Biolegend, cat #103153, clone: 30F11; 1:125 dilution)</p> <p>F4/80- A647 (Biorad (AbD Serotec), cat #MCA497A647, clone: A3-1; 1:17 dilution)</p> <p>CD11B -PE, (BD Biosciences, cat #561689, clone: M1/70; 1:200 dilution)</p> <p>CD11c-BUV395, (BD Biosciences; 1:100 dilution)</p> <p>anti-rabbit Irdye@800 CW (Li-COR; 1:5000 dilution)</p> <p>anti-mouse-Irdye@680 CW (Li-COR; 1:5000 dilution)</p> <p>Total OXPHOS Rodent WB Antibody Cocktail (Abcam, cat #ab110413; 1:150 dilution)</p> |
| Validation      | <p>AIF1 (Wako, cat #016-20001) for western blot; validation: <a href="https://labchem.wako.fujifilm.com/us/product/detail/W01W0101-2000.html">https://labchem.wako.fujifilm.com/us/product/detail/W01W0101-2000.html</a>; this manuscript Fig. 1</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |

AIF1 (Abcam, cat #ab178847) for flow analysis; validation: <https://www.abcam.com/iba1-antibody-epr16589-ab178847.html>; this manuscript Fig. 5

MAOA (Abcam, cat #ab126751); validation: <https://www.abcam.com/monoamine-oxidase-amao-a-antibody-epr7101-ab126751.html>

UCP1 (ThermoFisher, cat #PA1-24894); validation: <https://www.thermofisher.com/antibody/product/UCP1-Antibody-Polyclonal/PA1-24894>

P-HSL (Cell Signaling, cat #4126); validation: <https://www.cellsignal.com/products/primary-antibodies/phospho-hsl-ser660-antibody/4126>

T-HSL Cell Signaling, cat #4107); validation: <https://www.cellsignal.com/products/primary-antibodies/hsl-antibody/4107?site-search-type=Products>

$\beta$ -actin (Abcam, cat #ab8226); validation: <https://www.abcam.com/beta-actin-antibody-mabcam-8226-loading-control-ab8226.html>

Chrome pure Rabbit IgG ((Jackson ImmunoResearch Laboratories, cat #011-000-003); validation: <https://www.jacksonimmuno.com/catalog/products/011-000-003>

Goat-anti-rabbit IgG- Horseradish peroxidase (Jackson ImmunoResearch Laboratories, cat #111-035-144); validation: <https://www.jacksonimmuno.com/catalog/products/111-035-144>

Goat-anti-rabbit IgG 594 (ThermoFisher Life Technologies, cat #A-21207); validation: <https://www.thermofisher.com/antibody/product/Donkey-anti-Rabbit-IgG-H-L-Secondary-Antibody-Polyclonal/R37119>

Mouse BD Fc Block (rat anti-mouse CD16/CD32) (BD, cat #553142, clone: 2.4G2); validation: <http://www.bdbiosciences.com/us/applications/research/b-cell-research/surface-markers/mouse/purified-rat-anti-mouse-cd16cd32-mouse-bd-fc-block-24g2/p/553142>

Zombie Yellow (Biolegend, cat #423103); validation: <https://www.biolegend.com/en-us/products/zombie-yellow-fixable-viability-kit-8514>

CD45 -APC/Fire 750 (Biolegend, cat #103153, clone: 30F11); validation: <https://www.biolegend.com/en-us/products/apc-fire-750-anti-mouse-cd45-antibody-13049>

F4/80- A647 (Biorad (AbD Serotec), cat #MCA497A647, clone: A3-1) validation: <https://www.bio-rad-antibodies.com/monoclonal/mouse-f4-80-antibody-cl-a3-1-mca497.html?f=alexa%20fluor%20AE%20647>

CD11B -PE, (BD, cat #561689, clone: M1/70); validation: <http://www.bdbiosciences.com/us/applications/research/stem-cell-research/mesenchymal-stem-cell-markers-bone-marrow/mouse/negative-markers/pe-rat-anti-cd11b-m170/p/561689>

Total OXPHOS Rodent WB Antibody Cocktail (Abcam, cat #ab110413; 1:150 dilution); validation: <https://www.abcam.com/total-oxphos-rodent-wb-antibody-cocktail-ab110413.html#lb>

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | Cell line sources: We generated, immortalized, and maintained bone marrow-derived macrophages from 8 week old male WT and Aif1 <sup>-/-</sup> mice using a validated protocol (Stanley, E. R. Murine bone marrow-derived macrophages. <i>Methods Mol. Biol.</i> 75, 301–304 (1997); Yu, W. et al. CSF-1 receptor structure/function in MacCsf1r <sup>-/-</sup> macrophages: regulation of proliferation, differentiation, and morphology. <i>J. Leukoc. Biol.</i> 84, 852–863 (2008)). |
| Authentication                                                    | Cells were validated by assessing AIF1 expression and F4/80 staining for macrophage identity using flow cytometry and Western blotting methods.                                                                                                                                                                                                                                                                                                                                        |
| Mycoplasma contamination                                          | Specific testing for mycoplasma was not performed                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                          |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Aif1 <sup>-/-</sup> mice were backcrossed for at least 14 generations with mice of the C57BL/6J strain; WT C57BL/6J mice served as controls. Baseline characteristics have been previously reported (Casimiro, I et al., Genetic inactivation of the allograft inflammatory factor-1 locus. <i>Genesis</i> 51, 734–740 (2013)). Experimental conditions were started with 8 week old male mice, as mentioned in Methods. Housing conditions are also described in Methods, including light-dark cycle (12h/12h), temperature (22°C), and humidity (30–70%). |
| Wild animals            | The study did not involve wild animals                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Reporting on sex        | The studies reported in this manuscript are of male mice only. The overall obesity phenotype is found both male and female mice, but the more in depth studies have been performed only in male mice to date. This is due in part to the smaller overall size of female mice, which carries over to smaller brown adipose tissue depots and lower cell yields that make flow cytometry and recovery of RNA from sorted cells more difficult.                                                                                                                |
| Field-collected samples | The study did not involve field-collected samples                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Ethics oversight        | All animal experiments were conducted in accordance with NIH guidelines under protocols approved by the Institutional Animal Care and Use Committee of the Albert Einstein College of Medicine                                                                                                                                                                                                                                                                                                                                                              |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Flow Cytometry

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

Sample preparation

Adipose tissues from brown and white adipose depots were harvested, pooled from 2–3 mice per sample, and digested with Collagenase D (Roche) for 1h at 37°C with shaking. Cell suspensions were filtered through a 70 µm filter and centrifuged at 450g for 5 min. Single cell suspensions were lysed to remove red blood cells and stained for antibodies for flow cytometric analysis.

Instrument

Aria or LSRII (Becton Dickinson)

Software

Flow data were collected using BD FACS Diva™ software. Analyses were performed using FlowJo software.

Cell population abundance

Flow cytometry was used for quantitative and preparative analyses. We generally stain for 0.5–1 million cells obtained from tissues, and acquire 250,000 events (equivalent to 250,000 cells). The total numbers for cells analyzed were 50,000 for BAT, 100,000 for iWAT and 250,000 for eWAT. During acquisition we examined 5000 to 10000 representative cells.

Gating strategy

All cells were gated for FSC-A/SSC-A plots to identify lymphocyte populations. Single cell population was achieved by gating on FSC-A/FSC-H, after which we eliminated dead cells by gating on the Zombie yellow negative population. In live cells, we gated on CD45+ cells, and then CD11b+F4-80+ double-positive cells were gated for either the AIF1 or MAOA population.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

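Gene expression was measured by RNA-seq in 6 libraries of immortalized BMMs, 3 from WT and 3 from *Aif1*-/- mice, with ribosomal RNA depleted and single-end reads. The samples were assigned to genotype and replicate from their labels and the paper, and every sample was mapped. The authors made the deposited counts: reads were trimmed (Trim Galore 0.5), aligned to GRCm38 (TopHat2 2.0.13, at most 1 location per read) and counted per gene of Ensembl release 84 (HTSeq 0.6.1p1), according to the methods and the submitters' processing notes. The deposited values are raw counts for 47729 genes with no normalization, plus summary rows that name no gene. Those rows stayed out of library sizes and tests. Among them, reads matched to no gene made up 25.5% to 40.4% of the counted reads per library and ambiguous reads 4.55% to 7.15%. The reads matched to no gene are called reads outside genes here, although they can include reads from introns. Because a read was kept at 1 location only, genes with near-identical copies can gain or lose reads that belong to a copy, and because genes within introns have similar counts on either strand of the host, overlapping genes on opposite strands could share reads.

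From the counts, edgeR 4.0.16 (R 4.3.3, limma 3.58.1) was run with the quasi-likelihood test on genotype, TMM normalization and its default filter by expression, which kept 17406 genes. Adjusted p-values are Benjamini-Hochberg values over these genes, with a threshold of 0.05, and the standard error is the size of the log2 fold change divided by the square root of the test's F value. Normalized counts are counts divided by TMM-scaled library sizes and brought to the mean library, and log2 CPM used a prior count of 2. A fold against a group with 0 counts was taken against a floor of 3 counts over the group, and ratios with 1 to 3 counts in a group carry a 95% counting interval. Intervals and floors cover counting error only. Gene symbols and coordinates came from the GENCODE M21 annotation of GRCm38, which matched 47310 of the 47729 genes. The 419 unmatched genes held 0.132% of the counts. Gene totals of 17707986 to 29314253 per library set the precision. On counts simulated from these libraries, edgeR recovered 76.1% of genes changed by 0.585 on the log2 scale, 89.55% of those changed by 1 and 98.5% of those changed by 2, with 14 false calls among 17116 genes. Only 67, 67 and 66 genes were changed at these sizes, far fewer than the 3231 genes called between the genotypes. The rates may therefore not carry over to the real comparison.

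The rules for naming genes were fixed before the data were examined. They take every gene the paper names for the RNA-seq, and the 10 largest rises and 10 largest falls. The rises and falls are among genes past the threshold with an average log2 CPM of at least 2 and genotypes that do not overlap. The rules also take up to 4 members of each gene list with the smallest adjusted p. Members of the NE lists with at least 10 counts in some library are named too. Genes marked as named after their values were seen fall outside these rules. In all, 38 gene lists were written before the data were examined, but after the paper and the part of the authors' table held here had been read, so their themes were not blind to the study's results. Some genes, among them *Col18a1* and other collagens, were taken out of the draft lists before the data were examined, as recalled from that table. The lists therefore lack some genes that changed. The collagens among them that were higher are not in the part held here, which has log2 fold changes of −7.87 to −0.41. That part is the first 1999 of the 47729 rows of the Fig. 4b sheet of the Source Data, so no overlap or enrichment was computed on it. All 11994 raw counts in it were identical to the deposited counts. List tests used camera with a preset correlation between genes of 0.01 over the 31 lists with at least 3 tested genes, with an estimated correlation as an alternative, and fry. Of these lists, 12 passed with the preset correlation and 2 with an estimated correlation, the interferon list and the NE degradation list that the paper chose, while fry, which tests whether a list's genes move on balance in a single direction, called 18. Symbols of the pathways of Supplementary Data 1 were matched to mouse symbols after a change of case, and the Ingenuity software was not used here.

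Alternatives set before the data were examined were DESeq2 1.42.0 without and with a prior on fold changes, other size factors, no filter and a stricter filter (at least 50 counts in at least 3 libraries), the replicate number as a block, each library left out in turn, only genes with no gene annotated on the other strand, a test against a log2 fold change of 1, thinning to the smallest library, and for clustering the 500 most variable genes and a Spearman distance. After the data were seen, 3 more were added: limma-voom with a variance trend for each genotype, the share of reads outside genes as a covariate, and the MHC lists without genes within 10 Mb of *Aif1*. No pair of libraries of a genotype was as similar as counting noise alone would make it, so none was taken as a duplicate of another. This does not show that the libraries came from separate cultures or lines. Results for some genes are not reported here.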

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

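The test of genes near *Aif1* alone was chosen after the result was seen.

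The paper's text does not report the genes that rose most in *Aif1*-/- BMMs. The 10 largest rises, taken among genes past the threshold with an average log2 CPM of at least 2 and genotypes that do not overlap, lie outside the genes it discusses, and each was far above its level in the WT libraries. *Pir*, which encodes the iron-binding nuclear protein pirin, had 0 raw counts over the WT libraries and 674 over the *Aif1*-/- libraries, at least 285.4-fold higher against a floor of 3 counts over the group. The log2 fold changes of the others were 6.89 for *Rnf17*, 6.87 for *Dennd2a*, 6.69 for *Pla2g5*, which encodes a secreted phospholipase A2, 6.59 for *Arhgap4*, 6.58 for *Gm26520*, 6.49 for *Cald1*, the actin-binding caldesmon, 6.18 for *Acot11*, an acyl-CoA thioesterase, 5.70 for *Mfng*, a Notch glycosyltransferase, and 5.26 for *8030453O22Rik*. Several rest on few raw counts over the WT libraries, such as 6 for *Dennd2a*, 8 for *Gm26520*, 10 for *Pla2g5* and 12 for *Mfng*. The size of these rises is less certain than their direction. *8030453O22Rik* lies within *Dennd2a* on the opposite strand, so the counts may not separate their reads. *Arhgap4* went from 23.1 ± 13.0 to 2244 ± 102 normalized counts and *Cald1* from 14.0 ± 3.78 to 1273 ± 112 (SD, n = 3 each).

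Macrophage identity genes were a second group that the paper's text does not describe for these libraries. Of 19 tested, 14 were higher in *Aif1*-/- BMMs and 2, *Cd14* and *Cd33*, named after their values were seen, were lower (16 and 2 adjusted over the list alone; camera, adjusted p = 4.45e-10; adjusted p = 0.225 with an estimated correlation). *Cx3cr1*, the fractalkine receptor gene, went from 117 ± 9.12 to 3570 ± 204, *Mertk* from 1643 ± 58.2 to 2903 ± 87.1 and *Lyz2* from 15719 ± 2305 to 26465 ± 1065 normalized counts (SD, n = 3 each).

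The pattern behind these values is a difference of 3231 genes between the genotypes. The other 9 splits of the 6 libraries into 3 and 3 called 0 genes by edgeR (at most 452 at an unadjusted p under 0.05, and at most 2 by DESeq2) against 3231 for the genotypes, but 10 splits are too few for a share under 0.05, and only 1 of the 10, the real split, reached that number. After thinning to the smallest library a share of 0.9316 of the genes passed again with the same sign. The chromosome farthest from the median of all genes, 19, lay at −0.119 on the log2 scale. These values argue against depth and whole-chromosome gain or loss as the whole cause. Of the 3231 changed genes, 99 lie within 10 Mb of *Aif1* (a share of 0.0306), so linked variants acting on nearby genes alone do not account for the rest. Only 327 tested genes (1.88%) lie there, so the share would be small under any cause. It cannot speak to linked variants that act on distant genes, which were not tested. For the genes near *Aif1* alone linked variants stay open. Of all tested genes there, 30.3% changed against 18.3% elsewhere, an odds ratio of 1.93 (95% interval 1.51 to 2.47, Fisher's exact test, p = 2.61e-07). Without *Aif1* and MHC genes, 23.4% changed against 18.3% elsewhere, an odds ratio of 1.36 (95% interval 1.02 to 1.79, Fisher's exact test, p = 0.0336). The second value lies below the 1.5 set for that explanation, and its interval does not lie below the 1.2 set against it. Loss of AIF1 and differences between cell lines that arose on immortalization also remain open, since the design does not separate them.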

How the results depend on the processing

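Chosen after the data were seen were limma-voom with a variance trend for each genotype, the share of reads outside genes as a covariate, and the MHC lists without genes near *Aif1*. No gene called between the genotypes was called with the opposite sign under any alternative fitted across all genes, and *Aif1*, *Maoa*, *Aldh1l1*, *Aldh1l2* and *Adhfe1* passed the threshold under every such alternative that tested them, with the largest adjusted p, 0.044, for *Aldh1l2* against a log2 fold change of 1. The number of changed genes (3231) ranged from 2040 to 4889 when a library was left out, with the higher genes from 874 to 2404 and the lower genes from 1166 to 2485. The extremes were without *Aif1*-/- replicate 1 and without WT replicate 3. Leaving out an *Aif1*-/- library removes 1 of 3 samples of the less variable genotype, and the cause of the rise without WT replicate 3 was not tested. Among genes with no gene annotated on the other strand, where fewer genes were tested, 1850 changed (783 higher, 1067 lower; 237 and 398 by at least 1 on the log2 scale), 2 of the genes the paper names were lower because *Aldh1l1*, *Aldh1l2* and *Adhfe1* were left out, and 30 of the immune pathway molecules were lower. Against a log2 fold change of 1, 599 changed (204 higher, 395 lower). With the share of reads outside genes as a covariate, 5517 changed (2678 higher, 2839 lower), and all 3231 were among them; the cause was not tested. With an estimated correlation, 2 of the 12 gene lists still passed.

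The ratio of the smallest distance between genotypes to the largest within a genotype (1.214) stayed above 1: it was 1.039 with no filter, 1.617 with the stricter filter, 2.612 with the 500 most variable genes, 1.753 with the Spearman distance, and 1.163 to 1.784 when a library was left out. With the replicate number as a block, 1267 genes were higher and 1605 lower, 2872 in all. Deviations of same-numbered libraries from their genotype means correlated at 0.0601, −0.0753 and −0.0858, so the numbers do not pair the samples, and not every library correlated best with its own number. Depth limits genes near the floor: at these totals *Aif1*, *Maoa* and *Aldh1l1* rest on 9, 20 and 10 raw counts over the 3 *Aif1*-/- libraries, so the size of their fall is less certain than its direction.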

Differences from the paper's values

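The paper's values are the log2 fold changes of its Source Data for Fig. 4b. For *Aif1* the value here was −5.71 and the paper's is −3.67, for *Maoa* −7.73 and the paper's −6.36, for *Aldh1l1* −6.54 and the paper's −4.61, and for *Adhfe1* −2.39 and the paper's −2.13. Of the alternatives set before the data were examined, DESeq2 with a prior on fold changes came within the error of the paper's value for all 4 genes, at −3.65, −6.35, −4.60 and −2.12. For *Adhfe1*, leaving out WT replicate 2 (−2.27) or *Aif1*-/- replicate 2 (−2.27) did so as well. Under every other alternative that gave a value, the difference was larger than the error. The prior was chosen as an alternative because the paper's fold changes are smaller than the ratios of its own normalized counts. With it, 1998 of the 1999 rows of the table held here lay within 0.1 of the paper's log2 fold change. These rows have log2 fold changes of −7.87 to −0.41 in the paper, so no rise was compared. For *Aldh1l2*, −1.48 here against the paper's −1.33, the difference was within the error, and the mean normalized counts of *Aif1*, *Maoa*, *Aldh1l1*, *Aldh1l2* and *Adhfe1* in Fig. 4d lay within the spread of the libraries from those here.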

Other observations

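The test of reads from introns was chosen after the result was seen.

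Lipid handling genes that the paper's text does not describe were mostly lower in *Aif1*-/- BMMs. Of 20 tested, 12 were lower and 4 were higher (12 and 4 adjusted over the list alone; camera, adjusted p = 0.000161; adjusted p = 0.225 with an estimated correlation). *Lpl*, lipoprotein lipase, went from 10298 ± 1596 to 1667 ± 42.9 normalized counts (SD, n = 3 each), *Abcg1*, a cholesterol exporter, from 3403 ± 345 to 1112 ± 27.8, and *Pparg* from 700.4 ± 11.9 to 258 ± 33.6, while the fatty acid binding protein gene *Fabp5* went from 209 ± 30.9 to 880 ± 52.6. Of 22 genes of cholesterol synthesis, 4 were higher and 2 lower (4 and 3 adjusted over the list alone; camera, adjusted p = 0.858). Of 25 lysosome genes, 7 were lower and 1 was higher (12 and 1 adjusted over the list alone; camera, adjusted p = 0.000156; adjusted p = 0.446 with an estimated correlation), among them *Gpnmb*, a lysosomal glycoprotein of macrophages, with a log2 fold change of −2.91, and the cysteine protease gene *Ctsh* with one of 2.50. Of 8 tested osteoclast markers, 4 were lower and 2 were higher (4 and 2 adjusted over the list alone; camera, adjusted p = 0.00126; adjusted p = 0.225 with an estimated correlation).

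Of 20 genes of glycolysis and the hypoxia response, 8 were higher and 3 lower (camera, adjusted p = 0.067), with *Egln3*, an oxygen-sensing prolyl hydroxylase, at a log2 fold change of 2.20. Of 18 genes of the NRF2 and oxidative stress response, 7 were higher and 5 lower (adjusted p = 0.0945), with *Hmox1*, heme oxygenase 1, at 1.16. Without WT replicate 3 these 2 lists passed (adjusted p = 0.00349 and 0.00224), and so they did with no filter on low counts (0.0293 and 0.0447) and with the share of reads outside genes as a covariate (0.0302 and 0.0166). The first of them also passed without *Aif1*-/- replicate 2 (adjusted p = 0.0443) and among genes with no gene annotated on the other strand (0.0378). Neither passed with an estimated correlation (0.64 and 0.741). AIF1 is an actin-bundling protein, and of 33 tested actin cytoskeleton genes 5 were higher and 1 was lower, and 2 were lower by DESeq2 (adjusted p = 0.292, 0.00955 without WT replicate 3, 0.0495 with that covariate, and 0.903 with an estimated correlation). Of 24 genes of oxidative phosphorylation, 2 were higher and 0 lower (adjusted p = 0.423), of 26 cell cycle genes 3 were higher and 1 lower (adjusted p = 0.446), of 20 p53 targets 3 were higher and 7 lower (adjusted p = 0.341), and of 19 immediate early and heat shock genes 5 were higher and 4 lower (adjusted p = 0.895). Of 5 tested collagens and other matrix genes, 1 was higher, *Fn1* (log2 fold change 2.28), and 1 was lower, *Col4a2* (−0.52). Some genes had been taken out of this list beforehand. Of these, *Col18a1* (−7.83) and *Lama3* (−1.66) were lower, and *Col11a2* (2.60), *Col15a1* (1.66), *Col23a1* (2.01) and *Col24a1* (2.89) were higher. They were taken out as recalled from the authors' table. The part of it held here has log2 fold changes of −7.87 to −0.41 only, so the higher genes are not in that part. Neither these counts nor the test of the list speak for collagens as a whole. The adjusted p of this list was 0.0449, and 0.417 with an estimated correlation, and the list did not pass without WT replicate 1, 2 or 3 (adjusted p = 0.185, 0.144 and 0.0509), with no filter (0.162) or the stricter filter (0.0647), after thinning (0.0651) or with the covariate (0.0592). Among markers of other cell types, 2 of 5 tested dendritic cell genes were higher and 0 lower (adjusted p = 0.0694), 1 of 5 endothelial genes was higher and 1 lower (adjusted p = 0.91), 1 of 2 T and NK cell genes was higher, the 1 adipocyte gene, *Fabp4*, was higher (but did not pass without WT replicate 1, without *Aif1*-/- replicate 1 or 3, or by limma-voom), and the single tested gene each of mast cells, B cells and erythroid cells did not pass. Of 4 tested members of a list of sex-linked markers, 0 changed by edgeR (1 at an unadjusted p under 0.05, and 1 by DESeq2; adjusted p = 0.805), whereas of all 15 tested genes of the Y chromosome 5 were lower and 0 higher. The design text of the series gives the knockout as *Aif1l*, a paralog of *Aif1*, where the series title, the sample labels and the paper give *Aif1*. *Aif1l* had 1.18 ± 1.28 normalized counts in WT and 0.589 ± 1.02 in *Aif1*-/- BMMs (SD, n = 3 each) and was too low to be tested.

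Some genes were near 0 in all libraries of a genotype and at a high count in all libraries of the other, by limits chosen after the data were seen. With at least 100 normalized counts in each library of a genotype and at most 10 in each of the other, 25 genes were high in WT alone and 14 in *Aif1*-/- alone, 39 in all, and no other split of the libraries gave any.

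*Maoa* was nearly lost from *Aif1*-/- BMMs, and loss of its segment of chromosome X in the cells is a candidate explanation for it. Within 1 Mb of *Maoa* only 2 genes were tested, with a median log2 fold change of −0.137, above the −0.5 set beforehand as speaking against that loss. That limit was not apt for so few genes, because a loss reaching *Maoa* alone would leave both unchanged, so for these libraries a loss of the segment stays open, as does an effect of AIF1 on *Maoa* expression. The paper also reports lower *Maoa* transcript levels in macrophages sorted from BAT and iWAT, with no significant change in those from eWAT. A loss in the cultured cells would not account for the falls in sorted macrophages.

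The WT libraries varied more between themselves than the *Aif1*-/- libraries, with a median gene SD of 0.195 and 0.0898 on the log2 scale. A difference in depth is argued against as the cause, since the ratio of these SDs was 2.17 and after thinning to the smallest library remained 2.159. Reads from introns remain a candidate explanation: genes nested in introns were higher by a median of 0.9 on the log2 scale in WT replicate 2, with the highest share of reads outside genes, than in WT replicate 3, with the lowest, whereas no pair of *Aif1*-/- libraries differed by more than 0.125 in the median. No biological explanation was tested.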
